# Comparative analysis of the liver transcriptome in the red-eared slider *Trachemys scripta elegans* under chronic salinity stress

**DOI:** 10.7717/peerj.6538

**Published:** 2019-03-21

**Authors:** Meiling Hong, Aiping Jiang, Na Li, Weihao Li, Haitao Shi, Kenneth B. Storey, Li Ding

**Keywords:** KEGG analysis, GO analysis, Gene expression, Invasive species, Salinity adaptation

## Abstract

The red-eared slider (*Trachemys scripta elegans*), identified as one of the 100 most invasive species in the world, is a freshwater turtle originally from the eastern United States and northeastern Mexico. Field investigations have shown that *T. s. elegans* can survive and lay eggs in saline habitats. In order to understand the molecular mechanisms of salinity adaptation, high-throughput RNA-Seq was utilized to identify the changes in gene expression profiles in the liver of *T. s. elegans* in response to elevated salinity. We exposed individuals to 0, 5, or 15 psu (practical salinity units) for 30 days*.* A total of 157.21 million reads were obtained and assembled into 205138 unigenes with an average length of 620 bp and N50 of 964 bp. Of these, 1019 DEGs (differentially expressed genes) were found in the comparison of 0 vs. 5 psu, 1194 DEGs in 0 vs. 15 psu and 1180 DEGs in 5 vs. 15 psu, which are mainly related to macromolecule metabolic process, ion transport, oxidoreductase activity and generation of precursor metabolites and energy by GO (Gene Ontology) enrichment analyses*. T. s. elegans* can adapt itself into salinity by balancing the entry of sodium and chloride ions via the up-regulation expression genes of ion transport (potassium voltage-gated channel subfamily H member 5, *KCNH5*; erine/threonine-protein kinase 32, *STK32*; salt-inducible kinase 1,* SIK1*; adiponectin, *ACDC*), and by accumulating plasma urea and free amino acid via the up-regulation expression genes of amino acid metabolism (ornithine decarboxylase antizyme 3, *OAZ3*; glutamine synthetase,* GLUL*; asparaginase-like protein 1b,* ASRGL*; L-amino-acid oxidase-like,* LAAO*; sodium-dependent neutral amino acid transporter B,* SLC6A15s*; amino acid permease, *SLC7A9*) in response to osmotic regulation. An investment of energy to maintain their homeostatic balance is required to salinity adaptation, therefore, the genes related to energy production and conversion (F-ATPase protein 6, *ATP6*; cytochrome c oxidase subunit I,* COX1*; cytochrome c oxidase subunit III,* COX3*; cytochrome b,* CYTb*; cytochrome P450 17A1, *CYP17A1*) were up-regulated with the increase of gene expression associated with lipid metabolism (apolipoprotein E precursor,* APoE*; coenzyme Q-binding protein,* CoQ10*; high-density lipoprotein particle,* SAA*) and carbohydrate metabolism (*HK*,* MIP*). These findings improve our understanding of the underlying molecular mechanisms involved in salinity adaptation and provide general guidance to illuminate the invasion potential of* T. s. elegans* into saline environments.

## Introduction

The red-eared slider (*Trachemys scripta elegans*) has been introduced into diverse aquatic habitats worldwide (including many countries in Africa, Asia and Europe as well as Australia) via the pet-release pathway and, as a result, is classified as a highly invasive species by the International Union for Conservation of Nature (Luiselli et al., 1997; Martins, Assalim & Molina, 2014). It is native to freshwater habitats in 19 states of the eastern United States and two states of northeastern Mexico (Mittermeier et al., 2015). Recently these turtles have been found to lay eggs in the low salinity (0.1–26‰) estuary of the Nandujiang in Hainan Province, China (Liu et al., 2011; Yang & Shi, 2014). The extent of the saltwater adaptability of *T. s. elegans* is not fully understood. Studies of endocrine stress responses by *T. s. elegans* in the Lake Pontchartrain Basin of Louisiana suggest that these turtles may serve as a sentinel species for elevated salinity in environments where salinity is rising due to saltwater intrusion (Thompson, Franck & Valverde, 2011). These studies indicate that *T. s. elegans* can invade not only fresh water, but also saline water environments. Therefore, the invasion potential and the mechanism of response to salinity adaptation of *T. s. elegans* is of serious concern.

Changing levels of salinity are a crucial environmental stress factor for aquatic species that can disrupt electrolyte balance, cell energetics, and various other physiological responses, including activating stress hormones (Lushchak, 2011). Species show altered composition in osmolality of body fluids in response to changing salinity (Charmantier et al., 2011) and adaptation to salinity change typically involves the physiological solution: tolerance of elevated inorganic ion concentrations (mainly sodium and chloride) in plasma (Gordon & Tucker, 1965), and accumulation of organic osmolytes (e.g., urea) to counteract cell-volume changes. The most dramatic changes in urea concentration are seen in plasma and tissues such as skeletal muscle, resulting from the up-regulation of hepatic urea (Wright et al., 2004). Accumulation of intracellular free amino acids via hepatic protein degradation or de novo amino acid synthesis can also contribute to osmotic balance (McNamara et al., 2004; Yancey, 1985). When subjected to ambient salinity change, *T. s. elegans* increased serum glucose levels, and the activities of creatine kinase (CK), aspartate aminotransferase (AST), lactate dehydrogenase (LDH), and alkaline phosphatase (ALP) in liver (Shu et al., 2012). Our previous studies have shown that *T. s. elegans* can increase blood osmotic pressure by balancing the entry of sodium and chloride ions with a decrease in the secretion of aldosterone, and by accumulating plasma urea for osmoregulation when ambient salinity was lower than 15‰  (Hong et al., 2014). However the molecular basis of these adaptive responses has not been studied in *T. s. elegans*.

Recently, high-throughput next-generation sequencing techniques have allowed researchers to broadly explore the extent and complexity of the transcriptomes of a wide range of eukaryotic species and to gain novel information about the gene responses of aquatic species to physiological and environmental stresses (Wang et al., 2009). RNA-seq is an efficient technique to probe the gene responses to physiological stress (Li et al., 2013; Smith, Bernatchez & Beheregaray, 2013; Xia et al., 2013), particularly when working with species that do not have a sequenced genome. The present study used RNA-seq to analyze the transcriptomic response of *T. s. elegans* to salinity stress and identify the genes (and their metabolic functions) that are involved in salinity adaptation of turtles challenged by a brackish water environment. These results provide insights into the molecular mechanisms underlying osmoregulation in *T. s. elegans* and address the potential for this species to further invade and spread through new aquatic and brackish territories.

## Materials and Methods

### Animals

Healthy *T. s. elegans* were obtained from a local turtle farm in Hainan Province, China and were acclimated in three cement pools half-filled with freshwater for two weeks. After acclimatization, nine healthy *T. s. elegans* (BW: 424–478 g, 2 years old) were divided into three groups in pools (190 cm ×65 cm ×32 cm) of differing salinity: one in freshwater serving as the control (0 practical salinity units, psu), and the other two challenged with 5‰  (5 psu) or 15‰ (15 psu) saltwater. Turtles were fed a commercial diet each Monday and Thursday and 24 h after feeding, unused feed was siphoned out followed by replacement of one-third of the water in each pool. Water salinity was measured every day and adjusted to the proper salinity as needed. Other water quality parameters were monitored 2–3 times a week with steady values of pH 7.5–7.9, total ammonia nitrogen of <0.02 mg L^−1^ and temperature 26–28 °C. Photoperiod was 12 h:12 h L:D throughout.

After 30 days of exposure to the three experimental conditions, the three turtles from each group were subjected to a 24 h fast, then anesthetized by cryo-anesthesia moving turtles to −20 °C for 0.5–1 h. Experimental animal procedures had the prior approval of the Animal Research Ethics Committee of Hainan Provincial Education Centre for Ecology and Environment, Hainan Normal University (permit no. HNECEE-2014-004). Following euthanasia, the liver of each individual was sampled and divided into two sections, flash frozen in liquid nitrogen, and stored at −80 °C until used for RNA extraction. One liver section was used for quantitative real-time PCR (qRT- PCR), and the other was mixed from each group of three turtles for RNA-seq analysis.

### Total RNA extraction, library construction and sequencing

Extraction of total RNA from liver samples used TRIzol^®^ Reagent, following manufacturer’s instructions. Total RNA purity and concentration were determined using a NanoDrop 2000. The sequencing library was then constructed from high-quality RNA (OD_260∕280_ = 1.8–2.2, OD_260∕230_ ≥ 1.5, RIN ≥ 8.0, 28S:18 ≥ 1.0, >10 µg). RNA-seq analysis was provided by Novel Bioinformatics Co., Ltd using the Sanger/Illumina method. Subsequently, cDNA libraries were made using the Hiseq4000 Truseq SBS Kit v3-HS using 5 µg total RNA, following manufacturer’s instructions. Poly(A) mRNA was isolated with Dyabeads (Life Technologies, USA), fragmented with RNaseIII and purified. The fragmented RNA was added and ligated with ion adaptor. Then double-stranded cDNA was synthesized and purified using magnetic beads. The molar concentration of the purified cDNA in each cDNA library was then quantified with a TBS-380 fluorometer using Picogreen. The paired-end RNA-seq library was sequenced with an Illumina HiSeq 4000. The RNA-Seq data were deposited in the NCBI with accession number GSE117354.

### De novo assembly and annotation

Raw reads were trimmed and quality controlled using SeqPrep (https://github.com/jstjohn/SeqPrep) and Sickle (https://github.com/najoshi/sickle) using default parameters. High-quality trimmed sequences were used for sequence assembly with Trinity (https://github.com/trinityrnaseq/trinityrnaseq/wiki) (Grabherr et al., 2011). Q20, Q30, GC-content and sequence duplication level of the clean data were all calculated. After that, All assembled transcripts were identified by using BLASTX against the databases of NR (NCBI non-redundant protein sequence), Swissprot (a manually annotated and reviewed protein sequence database), Pfam (Protein family), GO (Gene ontology), COG (Clutsters of Orthologous Groups of proteins) and KEGG (Kyoto Encyclopaedia of Genes and Genomes). The BLAST2GO (http://www.blast2go.com/b2ghome) program (Conesa et al., 2005) was used to obtain gene ontology (GO) annotations of unique assembled transcripts for describing biological processes, cellular components, and molecular functions.

### Analysis of differential expression and functional enrichment

Expression levels of transcripts were calculated as fragments per kilobase of exon per million mapped reads (FPKM). RNA-Seq by Expectation-Maximization (RSEM; http://deweylab.biostat.wisc.edu/rsem/) was used to quantify gene transcripts, and DEGseq (http://www.bioconductor.org/packages/release/bioc/vignettes/DEGseq/inst/doc/DEGseq.pdf) was used to conduct differential expression analysis. The resulting *p* values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted *p* value <0.05 found by DEGseq were assigned as differentially expressed. GO enrichment analysis of the DEGs was implemented by the GOseqR packages based on Wallenius non-central hyper-geometric distribution (Xie et al., 2011), which can adjust for gene length bias in DEGs.

### Experimental validation by qRT-PCR

Eighteen genes identified as significantly expressed from the GO terms related to osmotic regulation were selected to understand the gene expression levels in different groups, and also used for validation by qRT-PCR. Table 1 shows the specific primers used. TRIzol^®^ Reagent (Invitrogen, Carlsbad, USA) was used to extract total RNA from liver, followed by reverse-transcription using First-strand cDNA Synthesis Kit (Invitrogen, Carlsbad, CA, US). The qRT-PCR for gene expression was analyzed by an Applied Biosystems 7500 Fast Real-Time PCR System in 96-well plates with a 20 µl reaction volume containing 1 × SYBR Green qPCR Master Mix, gene-specific forward and reverse primers (0.4 µM) and cDNA (8 ng). The cycling conditions were 95 °C for 2 min followed by 40 cycles of 95 °C for 5 s and 60 °C for 30 s. *β-actin* was chosen as the reference gene, as it was expressed in the three groups and unaffected under salinity stress, and relative fold changes were determined using Relative Expression Software Tool v.2009 based on the cycle threshold (Ct) values generated by qRT-PCR.

**Table 1:** Sequences of primers for qRT-PCR validation.

**Gene**	**Forward primer (5′ to 3′)**	**Reserse primer (5′ to 3′)**	**Product length (bp)**
*COX3*	TCACTTGAGCCCACCATAGC	AGAGCCGTACACACCATCAG	155
*ATP6*	CTTGATGCCCTCTTCCCGTG	TTCCTCGTTCTCCACAGCCT	145
*CYP17A1*	GATCGGCTTCGAGAGACACC	GGATCAGCAGAGGGGAGACA	110
*APoE*	GTCTGGAGCGGGCTTAGTAG	CATTCCCAGGTCTCCCACAG	117
*CoQ10*	GCGAGTGCTGGGCTACT	TGAGCCCTTTGCGGTAGG	119
*SAA*	TCTAGGCGCTGGGGATATGT	CCACTAATGCCATCCTGCCA	180
*FADS6*	GCTGCCATACAACGAGGACT	AGCCCTATGTCTTGCTGTCG	146
*HK*	TAAAGGCGTAACCAGGCTGC	AATCGCACGTCAGAGTCAGG	126
*GCK*	CGGGAACTGCTGAAATGCTC	GAATGTGAAGCCCAGAGGCA	104
*GLUL*	GTTGCCACACCAACTTCAGC	AAGCGCGGATATGGTACTGG	111
*ASRGL*	TAGCACCTGTTCCAGTGAGC	GCTGTGTTTGATGCAGGTCA	193
*TAT*	CATCCACCAGCGACTCCAAG	CATCCTGGTGCCAAGACCTG	137
*ASS1*	CGGGCTGTACCAGAAACCAT	GGGACCATCCTGTACCATGC	129
*STK32*	TCCAGTGCTAATGCCAGCTC	TGGAACACCCCTTCCTGGTT	172
*SIK1*	TGGTGTGGTGCTGTATGTCC	TCCACAACTAGCATCCGTCG	156
*SIK2*	GCTGGTCCTAGACCCATCCA	GAAGGCTCGTTCTCCTGTCC	123
*INSRR*	CCGAGTACCGTGATCTGCTC	GGCAGCTCCACATCTACCAC	127
*STK33*	AGGCAGTTTTGGGGTGGTAA	TAAGATGCTCACCTCCCGTTC	130
*β-actin*	GCACCCTGTGCTGCTTACA	CACAGTGTGGGTGACACCAT	190

The mRNA expression levels were expressed as mean ± standard error. Statistical analyses were conducted with SPSS 19.0. After testing the homogeneity of variance, statistical difference between treatments and controls were determined by one-way analysis of variance (ANOVA). LSD multiple comparison tests were carried out when the variances were homogeneous. Significant differences were set at *p* < 0.05.

## Results

### Analysis of sequenced data quality

Because we haven’t got the genome of *T. s. elegans* yet, a transcriptome was used as a reference to identify the differentially expressed genes induced by salinity exposure. Therefore, a mixed RNA pool from the samples of the control and salinity treatment groups was sequenced as the reference transcriptome. 

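The deposited table gives 1 liver library for each salinity, 3 libraries in all, sampled after 30 days at 0, 5 or 15 psu. Each library was made from the mixed livers of 3 turtles. There are therefore no replicates, no error can be given for any value, and differences between salinities cannot be set against the variation between turtles. The authors assembled the reads into unigenes with Trinity and quantified each unigene with RSEM as FPKM, a measure of fragments scaled by unigene length and library size. The values are given to 2 decimals. Read counts were not used here, so the depth behind a single value is unknown. Log2 fold changes were computed from FPKM after adding a pseudocount of 0.1. Changed unigenes were counted among those with FPKM of at least 1 in either library of a comparison, and the genes of Table 6 are given whatever their FPKM. Where a unigene is listed at 0 in a library, the FPKM of the libraries is given and no fold change. Over the 25796 unigenes with FPKM of at least 1 in all 3 libraries, the median log2 ratio was shifted by 0.08 between 0 and 5 psu, by 0.03 between 0 and 15 psu and by -0.05 between 5 and 15 psu. The FPKM values were used without rescaling.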

The data qualities from each sample were shown in Table 2. A total of 157.21 million reads and 23.58 billion bases were obtained from the liver transcriptome of *T. s. elegans*, including 50.68 million in 0 psu, 57.91 million in 5 psu group and 48.62 million in 15 psu group. After filtering low quality sequences by, trimming sequencing adapters/poly-N and removing poor quality reads, there were 152.52 million clean reads (97.02% of raw reads) were retained including 48.92 million in 0 psu, 56.50 million in 5 psu and 47.10 million in 15 psu. 

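Of the unigenes in the deposited table, 102778 were above 0 in the library at 0 psu, 120008 at 5 psu and 102239 at 15 psu. FPKM was at least 1 for 62617 unigenes at 0 psu, 73676 at 5 psu and 60553 at 15 psu. FPKM was at least 10 for 13057, 12747 and 12392 unigenes, in the same order. A total of 65345 unigenes were above 0 in all 3 libraries, and 42200 were listed at 0 in all 3. The 10 most abundant unigenes of each library held 12.0% of the summed FPKM at 0 psu, 9.61% at 5 psu and 9.96% at 15 psu.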

Subsequently, 205,138 unigenes with an average length of 620 bp and N50 of 964 bp were obtained by de novo assembly. The largest and smallest unigenes were 22,866 bp and 201 bp, respectively (Table 3).

**Table 2:** Summary of Illumina expressed short reads production and filtering.

	Groups	Total_Reads	Total_Bases	Error%	Q20%	Q30%	GC%
Raw data	0 psu	50681398	7602209700	0.0126	96.31	92.31	49.34
	5 psu	57912616	8686892400	0.0121	96.72	92.87	49.18
	15 psu	48616356	7292453400	0.0129	96.21	91.98	49.93
Clean data	0 psu	48918412	7157032240	0.0104	98.29	95.12	49.19
	5 psu	56498176	8281257833	0.0103	98.34	95.18	49.09
	15 psu	47101028	6881004183	0.0107	98.17	94.77	49.83

**Table 3:** Summary of *de novo* assembly results of Illumina sequence data.

**Type**	**Unigene**	**Transcripts**
Total sequence number	205,138	244,815
Total sequence base	127,206,404	185,942,194
Percent GC	46.09	46.65
Largest	22,866	22,866
Smallest	201	201
Average	620.1	759.52
N50	964	1,535
N90	249	268

### Annotation and differential expression of genes

Putative functions of proteins encoded by the 205,138 genes were predicted by NR, Pfam, COG, Swissprot, GO and KEGG database. The results showed that there were 20,458 (9.97%), 20,421 (9.95%), 13,362 (6.51%), 10,673 (5.2%), 25,438 (12.36%), and 38,651 (18.84%) in Pfam, KEGG, GO, COG, Swissprot and NR databases, respectively (Table 4).

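The deposited table carries an annotation in Pfam for 20458 unigenes, in KEGG for 20421, in GO for 13362, in COG for 10673, in Swissprot for 25348 and in NR for 38651. The unigenes annotated in NR held 68.1% of the summed FPKM at 0 psu, 68.0% at 5 psu and 71.1% at 15 psu. For 31119 of them (80.5%), the best NR match was a turtle protein. The species matched most often was the painted turtle Chrysemys picta bellii with 20405 unigenes, followed by the green turtle Chelonia mydas with 8549 and the softshell turtle Pelodiscus sinensis with 1893. The fourth was the rat, Rattus norvegicus, with 837 unigenes. Of these, 36 were above 0 at 0 psu, 487 at 5 psu and 474 at 15 psu. Among the unigenes matched to Chrysemys picta bellii, 17025 were above 0 at 0 psu, 17434 at 5 psu and 16751 at 15 psu.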

**Table 4:** Functional annotation of the *Trachemys scripta elegans* transcriptome.

Annotated database	Number of unigenes	**Precent(%)**
Pfam	20,458	9.97
KEGG	20,421	9.95
GO	13,362	6.51
COG	10,673	5.2
Swissprot	25,438	12.36
NR	38,651	18.84
Total	205,138	1

**Figure 1:**
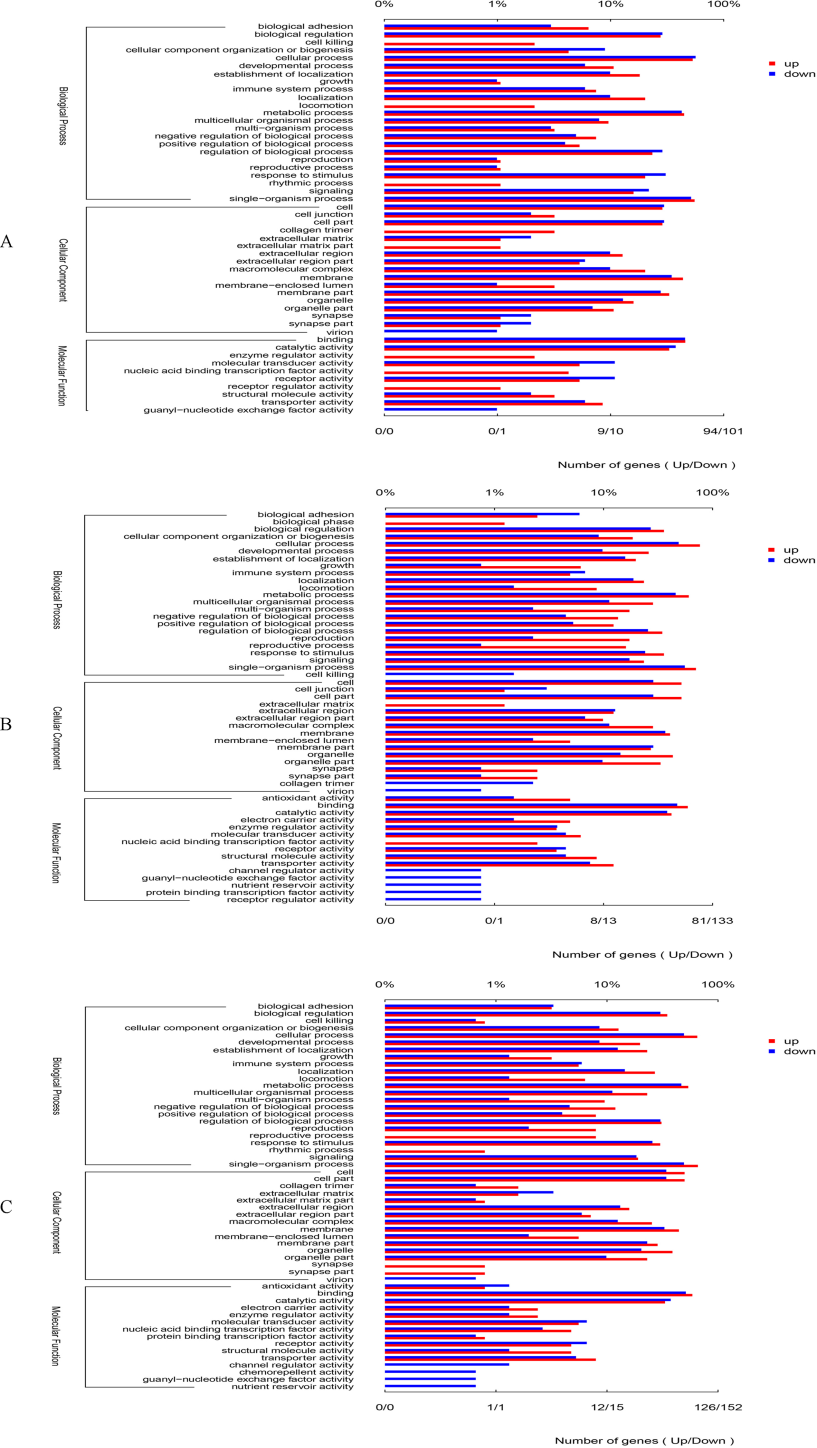
GO categories in the comparison of 0 vs. 5 psu (A), 0 vs. 15 psu (B), and 5 vs. 15 psu (C). All genes were divided into several functional groups within three categories: cellular component, molecular function, and biological process. The below *x*-axis indicated the number of genes in each category, while the above *x*-axis indicated the percentage of total genes in that category.

By GO annotation, the genes up-regulated or down-regulated were divided into three categories including biological process, cellular component and molecular function (Fig. 1). Among the category of biological process, the number of differentially expressed gene was higher in the GO terms of cellular process, metabolic process, single-organism process and biological regulation. Among the category of cellular component, the number of differentially expressed gene was higher in the GO terms of cell, cell part, macromolecular complex, and membrane. In relation to molecular function, the number of differentially expressed gene was higher in the GO terms of binding, catalytic activity, and transporter activity. Moreover, there was almost the same trend in the comparisons of 0 vs. 5 psu, 0 vs. 15 psu, and 5 vs. 15 psu.

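Unigenes with a 2-fold or greater change, without the authors' Q value, were counted in the 3 GO categories from the terms in the deposited table. Broad terms such as cellular process and binding were not counted, since parent terms are not in the table. Between 0 and 5 psu, 1816 of 7264 unigenes with a term in biological process changed, 1727 of 7050 in cellular component and 1994 of 7764 in molecular function. In 0 vs. 15 psu, the changed unigenes numbered 1838 of 7156 in biological process, 1784 of 7007 in cellular component and 1971 of 7616 in molecular function. For 5 vs. 15 psu the counts were 1807 of 7285, 1688 of 7038 and 1970 of 7742. The share that changed lay between 24.0% and 25.9% in these 9 counts.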

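A 2-fold or greater change was counted from FPKM alone, since the Q value of DEGseq needs read counts, which were not used here. Between 0 and 5 psu, 67816 of 103482 unigenes (65.5%) changed 2-fold or more, with 39066 higher and 28750 lower at 5 psu. In 0 vs. 15 psu, 59202 of 92480 unigenes (64.0%) did so, with 28405 higher and 30797 lower at 15 psu. In 5 vs. 15 psu, 66603 of 101748 unigenes (65.5%) changed, with 27055 higher and 39548 lower at 15 psu. Among the alternatives set before the data were examined, keeping unigenes with an NR annotation moved these counts most, to 8635, 8277 and 8584. The share with a 2-fold change depended on the level of expression. In 0 vs. 5 psu it was 62.2% for unigenes with FPKM from 1 to 2 in the higher library and 5.52% for unigenes with FPKM of 200 or more. Of the unigenes with FPKM from 10 to 50 in the higher library, 64.3% were listed at 0 in the other.

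**Figure D1:**
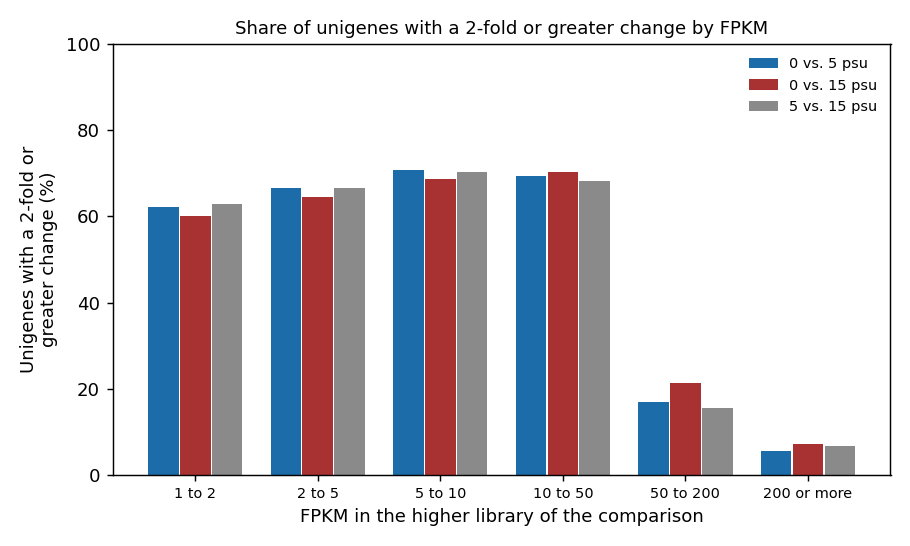
Percentage of unigenes with a 2-fold or greater change (vertical axis) by the FPKM of the higher library (horizontal axis), as bars for the 3 comparisons of salinities. In 0 vs. 5 psu the bars go from 62.2% at FPKM from 1 to 2 through 69.4% at 10 to 50 down to 5.52% at 200 or more.

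The 5 largest rises and the 5 largest falls per comparison, among described unigenes with FPKM of at least 10, make 30 entries from 17 different unigenes, and 28 of the entries are unigenes listed at 0 in at least 1 library. The exception was c111296_g1, a class I histocompatibility antigen with FPKM of 260.4 at 0 psu, 0.05 at 5 psu and 210.0 at 15 psu. The largest fall from 0 to both 5 and 15 psu was c60787_g1, an uncharacterized protein with a best match to the camel, with FPKM of 610.2 at 0 psu and listed at 0 at 5 and 15 psu. The largest rise from 0 to 5 psu was c87698_g1, a class I histocompatibility protein with FPKM of 193.6 at 5 psu, listed at 0 in the other libraries. Next came 4 unigenes of complement factor H, with FPKM from 130.3 to 159.2 at 5 psu and listed at 0 at 0 and 15 psu.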

On the basis of criteria of two-fold or greater change and Q of *p* < 0.05, 3,393 unigenes were identified as significant differentially expressed genes (DEGs), including 1019 (445 up-regulated and 574 down-regulated) DEGs in 0 vs. 5 psu, 1,194 (526 up-regulated and 668 down-regulated) DEGs in 0 vs. 15 psu, and1180 (548 up-regulated and 632 down-regulated) DEGs in 5 vs. 15 psu. 

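In the deposited table a unigene carries the GO terms assigned to it directly, without their parent terms, so the counts below cover fewer unigenes than a count over the whole GO tree. In 0 vs. 5 psu, 2551 of the 9920 unigenes with any GO term (25.7%) changed 2-fold or more. Of the unigenes annotated with ion transport, 17 of 31 changed (6 higher and 11 lower at 5 psu), and of those with ion transmembrane transport, 16 of 31 (11 higher and 5 lower). In 0 vs. 15 psu, 22 of 35 changed for ion transport (9 higher and 13 lower at 15 psu) and 14 of 25 for ion transmembrane transport (6 higher and 8 lower). For macromolecule metabolic process, 7 unigenes could be compared in 0 vs. 5 psu and 3 changed. In molecular function, 183 of 648 unigenes changed for nucleic acid binding in 0 vs. 5 psu, 25 of 110 for oxidoreductase activity, 14 of 61 for transporter activity and 4 of 8 for transmembrane transporter activity. The counts for 0 vs. 15 psu were 177 of 632, 30 of 107, 20 of 67 and 5 of 7, in the same order.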

Many DEGs were classified into some dominant categories by GO enrichment analyses, including the macromolecule metabolic process (52 DEGs), ion transport (35 DEGs), ion transmembrane transport (24 DEGs) in biological process, and nucleic acid binding (37 DEGs), oxidoreductase activity (35 DEGs), transporter activity (33 DEGs), and transmembrane transporter activity (27 DEGs) in molecular function (Table 5).

**Table 5:** Summary of GO term enrichment results on ion-regulation and macromolecular metabolism in *T. s. elegans* under salinity stress.

GO ID	Description	Ratio in study	Ratio in pop	*p*-value (FDR)
GO:0006091	generation of precursor metabolites and energy	17/357	119/13,362	4.33E − 05
GO:0009060	aerobic respiration	7/357	17/13,362	0.0003
GO:0045333	cellular respiration	7/357	19/13,362	0.0004
GO:0015980	energy derivation by oxidation of organic compounds	8/357	40/13,362	0.0065
GO:0034220	ion transmembrane transport	24/357	336/13,362	0.0081
GO:0098660	inorganic ion transmembrane transport	18/357	209/13,362	0.0081
GO:0098655	cation transmembrane transport	18/357	210/13,362	0.0081
GO:0006119	oxidative phosphorylation	4/357	7/13,362	0.0081
GO:1902991	regulation of amyloid precursor protein catabolic process	3/357	3/13,362	0.0081
GO:1902992	negative regulation of amyloid precursor protein catabolic process	3/357	3/13,362	0.0081
GO:1902430	negative regulation of beta-amyloid formation	3/357	3/13,362	0.0081
GO:1902003	regulation of beta-amyloid formation	3/357	3/13,362	0.0081
GO:0006811	ion transport	35/357	623/13,362	0.0109
GO:0006812	cation transport	23/357	335/13,362	0.0114
GO:1902600	hydrogen ion transmembrane transport	10/357	77/13,362	0.0117
GO:1900221	regulation of beta-amyloid clearance	3/357	4/13,362	0.0177
GO:0098662	inorganic cation transmembrane transport	15/357	176/13,362	0.0178
GO:0050773	regulation of dendrite development	6/357	28/13,362	0.0184
GO:0015672	monovalent inorganic cation transport	14/357	171/13,362	0.0410
GO:0005576	extracellular region	18/357	220/13,362	0.0097
GO:0044463	cell projection part	16/357	206/13,362	0.0281
GO:0015078	hydrogen ion transmembrane transporter activity	11/357	76/13,362	0.0047
GO:0015077	monovalent inorganic cation transmembrane transporter activity	16/357	176/13,362	0.0083
GO:0022890	inorganic cation transmembrane transporter activity	18/357	236/13,362	0.0167
GO:0008324	cation transmembrane transporter activity	20/357	293/13,362	0.0268
GO:1902991	regulation of amyloid precursor protein catabolic process	3/357	3/13,362	0.0081
GO:1902992	negative regulation of amyloid precursor protein catabolic process	3/357	3/13,362	0.0081
GO:0034364	high-density lipoprotein particle	5/357	13/13,362	0.0081
GO:0032994	protein-lipid complex	5/357	16/13,362	0.0129
GO:1990777	lipoprotein particle	5/357	16/13,362	0.0129
GO:0034358	plasma lipoprotein particle	5/357	16/13,362	0.0129

**Notes.**

GO names were retained only from GO terms of levels >2.

As for osmoregulation, there were 15 major GO terms related to osmotic function in turtle liver in the comparison of 0 vs. 5 psu (Table S1) and 12 in the comparison of 0 vs. 15 psu (Table S2). 

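Tables S1 and S2 give some of their genes by unigene identifier, and all of these identifiers are in the deposited table. Of the 33 identifiers of Table S1, 23 have a turtle protein as best NR match, 6 a protein of another animal and 4 no NR match. Of the 34 identifiers of Table S2, 27 have a turtle match, 5 a match to another animal and 2 none. In the libraries each table compares, 22 unigenes of Table S1 were above 0 in both, 6 were listed at 0 at 0 psu and 5 at 5 psu. For Table S2, 25 were above 0 in both, 5 were listed at 0 at 0 psu and 4 at 15 psu. COX2 is also named in Table S1. Of the unigenes with that name, c76029_g1 and c76029_g2 have no NR match and were listed at 0 at 0 psu. The FPKM of c76029_g2 was 11.4 at 5 psu and 9.02 at 15 psu. Another, c130639_g1, has a rabbit protein as best match and was 1.99 at 0 psu, 0.30 at 5 psu and 0.18 at 15 psu.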

Based on GO enrichment analysis, a list of candidate genes involved in salinity acclimation in *T. s. elegans* were identified. Many of these were identified as encoding proteins involved in ion transport, energy production and conversion, and macromolecule metabolic process including lipid, protein and carbohydrate.

**Table 6:** DEGs related to energy production and conversion, macromolecule metabolic process, and ion transport in the liver of *T. s. elegans*.

Unigene ID	Description	Log_2_ (5/0 psu)	Log_2_ (15/0 psu)	Log_2_ (15/5 psu)
**DEGs related to energy production and conversion**				
c198757_g1	cytochrome c oxidase subunit I (*COX1*)	7.03	7.14	–
c205807_g1	cytochrome c oxidase subunit III (*COX3*)	5.79	5.57	–
c184332_g1	cytochrome b (*CYTb*)	6.37	6.51	–
c168776_g1	F-ATPase protein 6 (*ATP6*)	7.93	8.41	0.67
c122818_g1	cytochrome P450 17A1 (*CYP17A1*)	0.81	1.63	0.82
**DEGs related to lipid metabolic process**				
c183562_g1	apolipoprotein E precursor (*APoE*)	4.59	4.18	−0.40
c108401_g1	coenzyme Q-binding protein (*CoQ10*)	2.51	3.44	0.93
c106996_g1	high-density lipoprotein particle (*SAA*)	1.24	4.13	2.89
c101752_g1	alcohol dehydrogenase 4 (*ADH4*)	−3.8	–	3.81
c5275_g1	fatty acid desaturase 6 (*FADS6*)	−3.38	−1.54	1.85
**DEGs related to carbohydrate metabolic process**				
c184502_g1	hexokinase-1 (*HK*)	4.49	5.22	0.73
c141564_g1	lens fiber major intrinsic protein (*MIP*)	3.37	3.75	–
c121000_g1	glucokinase (*GCK*)	−0.22	−1.94	−1.85
c198426_g1	tagatose 1,6-diphosphate aldolase (*LacD*)	−5.38	−5.12	–
c139209_g1	L-gulono-gamma-lactone oxidase (*GLO*)	−5.38	−5.12	–
c44501_g1	ribulose bisphosphate carboxylase small chain (*RBCs*)	−4.38	−4.12	–
**DEGs related to amino acid metabolic process**				
c198734_g1	ornithine decarboxylase antizyme 3 (*OAZ3*)	6.28	7.00	0.72
c184545_g1	glutamine synthetase (*GLUL*)	4.03	4.3	0.26
c197142_g1	asparaginase-like protein 1b (*ASRGL*)	4.49	4.96	0.47
c117856_g3	L-amino-acid oxidase-like (*LAAO*)	1.62	−2.06	−3.68
c169209_g1	sodium-dependent neutral amino acid transporter B (*SLC6A15s*)	3.59	–	−1.54
c103361_g1	amino acid permease (*SLC7A9*)	1.78	5.72	3.93
c108456_g1	tyrosine aminotransferase (*TAT*)	−1.72	−1.41	0.31
c99414_g1	argininosuccinate synthase (*ASS1*)	−0.69	−1.1	−0.41
**DEGs related to ion transport**				
c182997_g1	potassium voltage-gated channel subfamily H member 5 (*KCNH5*)	3.5	–	−3.5
c121057_g1	serine/threonine-protein kinase 32 (*STK32*)	1.95	1.80	–
c121806_g3	salt-inducible kinase 1 (*SIK1*)	1.23	2.20	0.97
c123793_g3	salt-inducible kinase 2 (*SIK2*)	–	0.27	0.40
c114797_g4	adiponectin (*ACDC*)	0.60	2.12	1.52
c119528_g1	insulin receptor-related protein (*INSRR*)	0.30	−1.70	−2.00
c95283_g1	serine/threonine-protein kinase 33 (*STK33*)	−1.5	−0.65	0.85
c58533_g1	sodium channel subunit beta-1 (*SCN1B*)	−5.31	−5.31	–
c94169_g1	natriuretic peptides A-like (*NPPA*)	−5.72	−5.72	–
c95302_g1	solute carrier family 26 member 9 (*SLC26A9*)	−3.55	−0.44	3.11

**Notes.**

The values above zero show up-regulation of gene expression, while the values below zero show down-regulation. “–” means that the level of gene expression is so low that it could not be detected.

Based on the annotation of DEGs, we selected ten genes related to ion regulation, five genes related to energy production and conversion, five genes related lipid metabolism, eight genes related amino acid metabolism and six genes related carbohydrate metabolism (Table 6). 

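All 34 unigenes of Table 6 are in the deposited table. For 27 of them FPKM stayed below 10 in all 3 libraries. In 0 vs. 5 psu, 20 were above 0 in both libraries, 9 were listed at 0 at 0 psu and 5 at 5 psu. Of the 20, 11 changed 2-fold or more. In 0 vs. 15 psu, 20 were again above 0 in both libraries and 16 of these changed 2-fold or more. In 5 vs. 15 psu, 11 of 28 did so. With the pseudocount, and with unigenes listed at 0 in 1 library included, 25, 29 and 12 of the 34 genes changed 2-fold or more. A pseudocount of 1 moved these counts most, to 19, 23 and 9. The best NR match was a turtle protein for 22 of the genes and a protein of another animal for 10, the rat in 7 cases. There was no NR match for 2 genes.

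**Figure D2:**
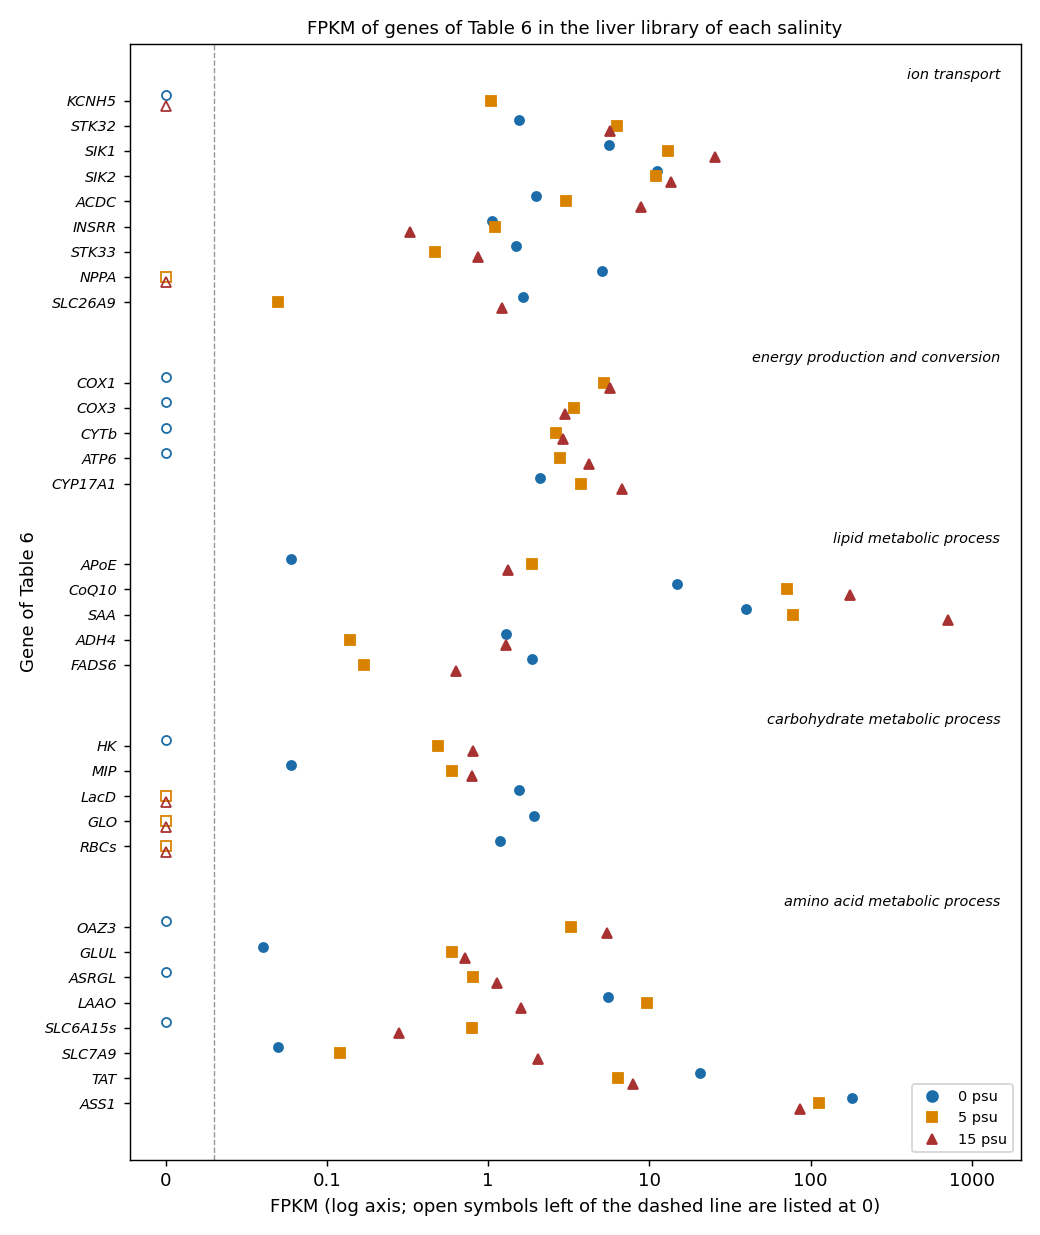
FPKM of genes of Table 6 (horizontal log axis) in the library of 0 psu (circles), 5 psu (squares) and 15 psu (triangles), 1 library per salinity and grouped as in Table 6. Open symbols left of the dashed line stand for genes listed at 0, 9 of them at 0 psu. SAA has the highest value, 705.8 at 15 psu.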

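Among the ion regulation genes of Table 6, SIK1 (c121806_g3) rose from an FPKM of 5.58 at 0 psu to 13.1 at 5 psu and 25.7 at 15 psu, log2 fold changes of 1.21 and 2.18 against 0 psu. STK32 (c121057_g1) was 1.56 at 0 psu, 6.31 at 5 psu and 5.72 at 15 psu, with log2 fold changes of 1.95 and 1.81. The unigene named ACDC (c114797_g4) was 1.99, 3.06 and 8.85 in the same order, log2 fold changes of 0.60 and 2.10. SIK2 (c123793_g3) was 11.1, 11.0 and 13.6, log2 fold changes of -0.01 and 0.29. INSRR (c119528_g1) was 1.05, 1.11 and 0.33. Its log2 fold change was 0.07 in 0 vs. 5 psu and -1.42 in 0 vs. 15 psu. Rescaling to a median ratio of 1, which shifts every gene alike, took the value in 0 vs. 5 psu to -0.000198, in effect no change. That value stayed positive with pseudocounts of 1 (0.04) and 0.01 (0.08) and relative to beta-actin (0.05). KCNH5 (c182997_g1) had FPKM of 1.04 at 5 psu and was listed at 0 at 0 and 15 psu. STK33 (c95283_g1) was lower at 5 psu (0.47) and 15 psu (0.86) than at 0 psu (1.48). SLC26A9 (c95302_g1) was 1.64 at 0 psu, 0.05 at 5 psu and 1.22 at 15 psu. NPPA (c94169_g1) had FPKM of 5.12 at 0 psu and was listed at 0 at 5 and 15 psu.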

Among the DEGs associated with ion regulation, five genes (adipocytokine, *ACDC*; insulin receptor-related protein, *INSRR*; serine/threonine-protein kinase 32, *STK32*; salt-inducible kinase 1, *SIK1*; potassium voltage-gated channel subfamily H member 5, *KCNH5*) were up-regulated in the comparison of 0 vs. 5 psu, and four genes (salt-inducible kinase 2, *SIK2*; *SIK1*; *ACDC*; *STK32*) were up-regulated in the comparison of 0 vs. 15 psu, and five genes (*SIK1*, *SIK2*, *STK33*, *ACDC*, and solute carrier family 26 member 9, *SLC26A9*) were up-regulated in the comparison of 5 vs. 15 psu. 

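Of the 5 genes of energy production and conversion in Table 6, COX1, COX3, CYTb and ATP6 were listed at 0 at 0 psu. COX1 (c198757_g1) had FPKM of 5.26 at 5 psu and 5.71 at 15 psu, and its best NR match is a protein of the field mouse Apodemus peninsulae. COX3 (c205807_g1) had FPKM of 3.41 and 3.00, CYTb (c184332_g1) 2.62 and 2.91, and ATP6 (c168776_g1) 2.80 and 4.21, in the same order. The best NR match of these 3 unigenes is a rat protein. CYP17A1 (c122818_g1), with a best match to the painted turtle, was 2.11 at 0 psu, 3.78 at 5 psu and 6.74 at 15 psu. Its log2 fold change against 0 psu was 0.81 at 5 psu and 1.63 at 15 psu.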

All of the five DEGs (cytochrome c oxidase subunit I, *COX1*; cytochrome c oxidase subunit III,*COX3*; cytochrome b, *CYTb*; F-ATPase protein 6, *ATP6*, and cytochrome P450 17A1, *CYP17A1*) associated with energy production and conversion showed up-regulation under salinity stress, which indicated that there was a higher energy demand in response to salinity exposure. In general, lipid and carbohydrate were the main sources of energy. 

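In the lipid metabolism group of Table 6, SAA (c106996_g1) had FPKM of 39.6 at 0 psu, 78.0 at 5 psu and 705.8 at 15 psu, log2 fold changes of 0.98 and 4.15 against 0 psu. CoQ10 (c108401_g1) was 14.8, 71.8 and 174.7 in the same order, log2 fold changes of 2.27 and 3.55. The unigene named APoE (c183562_g1), whose best NR match is a rat protein, was 0.06 at 0 psu, 1.86 at 5 psu and 1.32 at 15 psu. ADH4 (c101752_g1) was 1.30 at 0 psu, 0.14 at 5 psu and 1.30 at 15 psu, so that its log2 fold change was -2.54 in 0 vs. 5 psu and 0.00 in 0 vs. 15 psu. FADS6 (c5275_g1) was 1.88, 0.17 and 0.63, with log2 fold changes of -2.87 and -1.44. With a pseudocount of 1 in place of 0.1, the log2 fold change of FADS6 in 0 vs. 15 psu was -0.82, below the 2-fold criterion.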

As for five DEGs associated with lipid metabolism, three DEGs (apolipoprotein E precursor, *ApoE*; coenzyme Q-binding protein, *CoQ10*; high-density lipoprotein particle, *SAA*) increased with ambient salinity increased, while one DEGs (alcohol dehydrogenase 4, *ADH4*) showed down-regulation in the comparison of 0 vs. 5 psu and one DEGs (fatty acid desaturase 6, *FADS6*) down-regulation in the comparison of 0 vs. 15 psu. Among six DEGs related to carbohydrate metabolism, two DEGs (hexokinase, *HK* and lens fiber major intrinsic protein, *MIP*) increased with ambient salinity increased, four DEGs (glucokinase, *GCK*; tagatose 1,6-diphosphate aldolase, *LacD*; L-gulono-gamma-lactone oxidase, *GLO* and ribulose bisphosphate carboxylase small chain, *RBCs*) decreased under salinity stress. In addition, six DEGs (ornithine decarboxylase antizyme 3, *OAZ3*; glutamine synthetase, *GLUL*; asparaginase-like protein, *ASRGL*; L-amino-acid oxidase-like, *LAAO*; sodium-dependent neutral amino acid transporter, *SLC6A15s*; amino acid permease, *SLC7A9*) related to amino acid metabolism showed up-regulation and two DEGs (tyrosine aminotransferase, *TAT* and argininosuccinate synthase, *ASS1*) showed down-regulation in the comparison of 0 vs. 5 psu, while four DEGs (*OAZ3*, *GLUL*, *ASRGL*, *SLC7A9*) showed up-regulation and three DEGs (*LAAO*, *TAT*, *ASS1*) showed down-regulation in the comparison of 0 vs. 15 psu.

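HK (c184502_g1), whose best NR match is a rat protein, was listed at 0 at 0 psu and had FPKM of 0.49 at 5 psu and 0.81 at 15 psu. MIP (c141564_g1), matched best by a rabbit protein, was 0.06, 0.60 and 0.79 at 0, 5 and 15 psu. LacD (c198426_g1), GLO (c139209_g1) and RBCs (c44501_g1) had FPKM of 1.56, 1.92 and 1.19 at 0 psu and were listed at 0 at 5 and 15 psu. GLO is matched best by a protein of Trachemys scripta. LacD and RBCs have no NR match, and their Swissprot matches are proteins of the bacterium Enterococcus faecalis and of the sunflower.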

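OAZ3 (c198734_g1) and ASRGL (c197142_g1), both with a rat protein as best NR match, were listed at 0 at 0 psu. FPKM was 3.25 at 5 psu and 5.44 at 15 psu for OAZ3, and 0.81 and 1.13 for ASRGL. GLUL (c184545_g1), matched best by a protein of the tree shrew Tupaia chinensis, was 0.04 at 0 psu, 0.60 at 5 psu and 0.72 at 15 psu. LAAO (c117856_g3) rose from 5.57 at 0 psu to 9.70 at 5 psu and was 1.61 at 15 psu, log2 fold changes of 0.79 and -1.73 against 0 psu. SLC6A15s (c169209_g1) was listed at 0 at 0 psu, with 0.79 at 5 psu and 0.28 at 15 psu. SLC7A9 (c103361_g1) was 0.05, 0.12 and 2.04, log2 fold changes of 0.55 and 3.83. TAT (c108456_g1) fell from 20.5 at 0 psu to 6.35 at 5 psu and 7.93 at 15 psu, log2 fold changes of -1.68 and -1.36. ASS1 (c99414_g1) was 180.5, 113.3 and 86.3, log2 fold changes of -0.67 and -1.06.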

### Verification of gene expression by SYBR Green qRT-PCR

Some genes related to ion transport, energy production and conversion and macromolecule metabolic process mentioned above were selected for qRT-PCR analysis in order to validate the differentially expressed genes that were identified by RNA-Seq and gain detailed quantitative information on their differing expression patterns. As shown in Table 7, the mRNA expression levels of *COX3*, *ATP6* and *CYP17A1* related to energy production and conversion in the 5 psu group were almost 3.6-, 2.2- and 1.5-fold of the control respectively, while those in the 15 psu group were almost 2.4-, 3.4- and 2.1-fold of the control respectively. In relation to ion transport, the mRNA expression levels of *STK32* and *SIK1* in the 5 psu group were almost 3.6- and 2.1-fold of the control respectively, while those in the15 psu group were almost 3.0- and 3.5-fold of the control respectively. The mRNA expression levels of *INSRR* increased 2-fold in the 5 psu group and decreased 2.6-fold in the 15 psu group compared to the control, however, that of *STK33* decreased 2.2- and 1.5-fold in the group of 5 psu and 15 psu compared to the control. As for macromolecular metabolism, the mRNA expression levels of *APoE*, *CoQ10*, *SAA*, *HK*, *GLUL*, and *ASRGL* increased with ambient salinity increased. Especially for the genes of *CoQ10* and *SAA*, the mRNA expression levels in the 15 psu group were almost 8.4- and 15.3-fold of the control respectively. However, the mRNA expression levels of *GCK* and *ASS1* decreased with ambient salinity increased, and those in the group of 5 psu were almost 1.5- and 2.0-fold of the control, and those in the group of 15 psu were 3.7- and 9.7-fold of the control. The mRNA expression levels of *FADS6* and *TAT* in the 5 psu group were lowest among the three groups, and decreased almost 2.3- and 3.6-fold compared to the control.

**Table 7:** The expression levels of some genes in relation to osmotic adjustment in the liver of *T. s. elegans* by qRT-PCR.

Unigene ID	Description	Control	5 psu	15 psu
**Genes related to energy production and conversion**				
c205807_g1	cytochrome c oxidase subunit III (*COX3*)	1.01 ± 0.06^c^	3.57 ± 0.27^a^	2.40 ± 0.29^b^
c168776_g1	F-ATPase protein 6 (*ATP6*)	1.09 ± 0.10^c^	2.42 ± 0.09^b^	3.67 ± 0.21^a^
c122818_g1	cytochrome P450 17A1 (*CYP17A1*)	2.13 ± 0.11^c^	3.15 ± 0.22^b^	4.46 ± 0.38^a^
**Genes related to lipid metabolic process**				
c183562_g1	apolipoprotein E precursor (*APoE*)	0.86 ± 0.06^c^	2.77 ± 0.12^a^	1.80 ± 0.13^b^
c108401_g1	coenzyme Q-binding protein (*CoQ10*)	0.64 ± 0.08^c^	2.66 ± 0.17^b^	5.39 ± 0.23^a^
c106996_g1	high-density lipoprotein particle (*SAA*)	0.48 ± 0.06^c^	1.18 ± 0.08^b^	7.32 ± 0.27^a^
c5275_g1	fatty acid desaturase 6 (*FADS6*)	2.23 ± 0.27^a^	0.97 ± 0.23^b^	1.37 ± 0.13^b^
**Genes related to carbohydrate metabolic process**				
c184502_g1	hexokinase-1 (*HK*)	1.37 ± 0.09^c^	2.35 ± 0.21^b^	3.27 ± 0.22^a^
c121000_g1	glucokinase (*GCK*)	1.79 ± 0.07^a^	1.19 ± 0.22^b^	0.48 ± 0.05^c^
**Genes related to amino acid metabolic process**				
c184545_g1	glutamine synthetase (*GLUL*)	1.82 ± 0.14^c^	5.10 ± 0.23^b^	6.00 ± 0.19^a^
c197142_g1	asparaginase-like protein 1b (*ASRGL*)	1.01 ± 0.05^b^	1.64 ± 0.17^a^	1.94 ± 0.31^a^
c108456_g1	tyrosine aminotransferase (*TAT*)	3.37 ± 0.17^a^	0.93 ± 0.03^c^	1.38 ± 0.06^b^
c99414_g1	argininosuccinate synthase (*ASS1*)	5.16 ± 0.29^a^	2.59 ± 0.20^b^	0.53 ± 0.07^c^
**Genes related to ion transport**				
c121806_g3	salt-inducible kinase 1 (*SIK1*)	1.19 ± 0.13^c^	2.46 ± 0.31^b^	4.16 ± 0.15^a^
c123793_g3	salt-inducible kinase 2 (*SIK2*)	1.06 ± 0.15^a^	0.85 ± 0.09^a^	1.13 ± 0.10^a^
c119528_g1	insulin receptor-related protein (*INSRR*)	2.04 ± 0.18^b^	4.13 ± 0.26^a^	0.78 ± 0.13^c^
c121057_g1	serine/threonine-protein kinase 32 (*STK32*)	1.48 ± 0.16^c^	5.39 ± 0.24^a^	4.49 ± 0.33^b^
c95283_g1	serine/threonine-protein kinase 33 (*STK33*)	3.93 ± 0.37^a^	1.79 ± 0.16^b^	2.57 ± 0.23^b^

**Notes.**

Different lowercase letters represent significance among different groups (*p* < 0.05).

The qRT-PCR results were significantly correlated with the RNA-seq results with correlation coefficients of 0.744 in 0 vs. 5 psu, 0.862 in 0 vs. 15 psu group and 0.748 in 5 vs. 15 psu group (*p* < 0.05) (Fig. S1). This provides strong evidence that RNA-Seq data can be a reliable indicator of the expression patterns of the hundreds of genes identified as differentially expressed in the current study.

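The log2 fold changes from FPKM were compared with those from the qRT-PCR means of Table 7 across the 18 genes measured by both. In 0 vs. 5 psu Pearson's r was 0.815 (2-sided permutation test over genes, p = 8e-05, adjusted p = 8e-05) and Spearman's rho 0.787 (permutation p = 0.00024, adjusted p = 0.00024). In 0 vs. 15 psu r was 0.835 (p = 1e-05, the smallest p that 100000 permutations can give, adjusted p = 1.5e-05) and rho 0.785 (p = 0.00016, adjusted p = 0.00024). In 5 vs. 15 psu r was 0.895 (p = 1e-05, adjusted p = 1.5e-05) and rho 0.895 (p = 2e-05, adjusted p = 6e-05). The adjustment is that of Benjamini and Hochberg over the 3 comparisons. These correlations are across genes within 1 library per salinity, and genes are not independent replicates. The direction was the same by both methods for 18 of 18 genes in each comparison. Leaving out the 2 genes farthest from the median RNA-seq change gave r of 0.777, 0.808 and 0.869. COX3, ATP6, HK and ASRGL were listed at 0 at 0 psu, so their log2 fold changes against 0 psu rest on the pseudocount. The alternative that moved r most was, in 0 vs. 5 psu, keeping the 10 genes with FPKM of at least 1 in both libraries (r = 0.947). In 0 vs. 15 psu it was a pseudocount of 0.01 (r = 0.688), and in 5 vs. 15 psu a pseudocount of 1 (r = 0.854).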

## Discussion

Osmoregulation in some aquatic animals can be a complex process because individuals must deal with fluctuating salinity levels in their natural habitats, often on a daily or seasonal basis. As a normally freshwater species, the red-eared slider *T. s. elegans*, does not possess salt glands, and requires osmoregulation to survive when entering environments of higher salinity (e.g., brackish or estuarine water). The physiological research has shown that *T. s. elegans* can increase blood osmotic pressure by balancing the entry of NaCl with the decreased secretion of aldosterone, and accumulating urea and free amino acids in blood (Hong et al., 2014). In our study, many DEGs were classified into some dominant categories including the macromolecule metabolic process, ion transport and ion transmembrane transport in biological process, which provide a strong evidence for the physiological mechanism.

Under salinity stress, loss of water from the cells can cause cells shrink and potentially die. In this sense, ion regulation is important for a cell to balance osmotic change. *KCNH5* (http://www.ncbi.nlm.nih.gov/gene/27133) and *SCN1B* (Qin et al., 2003) are involved in potassium/sodium voltage-gated ion channels and fluid balance that controls arterial blood pressure by altering blood electrolyte composition and/or volume. Natriuretic peptide A (*NPPA*) is well known to regulate body fluid levels and electrolytic homeostasis and has natriuretic, diuretic, and vasodilatory actions (Espiner et al., 2014). *NPPA* is highly expressed and associated with H_2_O/Na^+^ absorption and protein Ser/Thr phosphatases (Espiner et al., 2014). 

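A further unigene annotated as NPPA (c96635_g1) behaved in the same way, with FPKM of 11.6 at 0 psu and listed at 0 at 5 and 15 psu. It was looked up because it shares the gene name.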

*SIK* acts to modulate adrenocortical function particularly in response to high plasma Na^+^, K^+^, ACTH, or stress (Wang et al., 1999). *SIK1* also has a role in steroidogenesis whereas *SIK2* is implicated in gluconeogenesis regulation in liver; both belong to the AMPK (AMP-activated kinase) subfamily of serine/threonine kinases (Berggreen et al., 2012). The AMPK is a crucial regulator of cellular energy levels (Hardie & Ashford, 2014) and under stress conditions that deplete ATP, AMPK action promotes ATP-producing catabolic pathways while inhibiting ATP-consuming anabolic functions (Rider et al., 2009; Rider et al., 2006). Transcripts of adiponectin (*ACDC*) were also enriched in liver under both salinity stresses and this hormone participates in the pathway of fatty acid oxidation by regulating AMPK (Chong et al., 2013). 

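The unigene given as ACDC in Table 6 carries that name in KEGG, and its best NR match is described as a protein like HP-25 of the painted turtle. Another unigene with the KEGG name ACDC, c99394_g1, is matched best by adiponectin of the painted turtle. Its FPKM was 3.00 at 0 psu, and it was listed at 0 at 5 and 15 psu. A fixed list of adipose genes, 7 unigenes, had a median log2 fold change of -0.34 in 0 vs. 5 psu and 0.00 in 0 vs. 15 psu. Among 10000 random lists of the same size and mean expression, these medians lay at percentiles of 2.13 and 34.2.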

So, in our study, five genes (*ACDC*, *INSRR*, *STK32*, *SIK1*, *KCNH5*) were up-regulated in the comparison of 0 vs. 5 psu, and three genes (*ACDC*, *STK32*, *SIK2*) were up-regulated in the comparison of 0 vs. 15 psu, which suggested that *T. s. elegans* can adapt itself into saline environment by increasing the expression levels of genes related to ion regulation.

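A fixed list of ion pumps and exchangers, of which 14 unigenes had FPKM of at least 1 in a library, had a median log2 fold change of 0.00 in 0 vs. 5 psu and -0.03 in 0 vs. 15 psu, at percentiles of 26.6 and 28.8 among the random lists. A list of osmolyte and hyperosmotic stress genes, 10 unigenes, had medians of 0.11 and 0.22, at percentiles of 71.0 and 93.9. For the 23 unigenes of heat shock proteins the medians were 0.02 and 0.08, at percentiles of 44.9 and 78.5.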

Genes associated with transporting molecules related to metabolic processes were also modulated in association with an up-regulation of genes involved in ATP energy production. As salinity level increases, acclimation of *T. s. elegans* to elevated salinity conditions requires investment of energy to maintain their homeostatic balance (Hong et al., 2014). In our study, the DEGs related to energy production and conversion including *ATP6*, *COX1, COXIII, CYTb,* and *CYP17A1* increased with ambient salinity increased, which suggested that a requirement for more energy by *T. s. elegans* during raised salinity conditions. 

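The unigenes c115287_g4 and c115287_g1 have best NR matches to mitochondrial proteins of Trachemys scripta. The first is named COX1 in KEGG and Swissprot and ND5 in NR, so it joins more than 1 mitochondrial gene. Its FPKM was 9668 at 0 psu, 9732 at 5 psu and 8377 at 15 psu. The second, named ND1, had 5041, 5113 and 5216. Among the 43 unigenes of the fixed list of mitochondrially encoded respiratory chain genes, the median log2 fold change was -2.31 in 0 vs. 5 psu and -0.59 in 0 vs. 15 psu, lower than in each of the random lists. With the unigene of highest FPKM per gene name, the alternative that moved these medians most, they were 0.00 and -0.08. The list goes both ways: 15 unigenes were higher and 22 lower at 5 psu, and 15 higher and 20 lower at 15 psu. From 0 to 5 psu, the summed FPKM of its rabbit-matched unigenes fell from 84.95 to 15.5. That of its rat-matched unigenes rose from 0 to 23.4. The list medians thus mix unigenes matched to different species and do not measure the turtle's own transcripts alone. The list of nuclear respiratory chain genes, 75 unigenes, had medians of 0.06 and 0.04, at percentiles of 81.4 and 50.8. From the higher values of COX1, COX3, CYTb, ATP6 and CYP17A1 in Table 6, the paper proposes that the turtles need more energy at raised salinity. Its qRT-PCR, on a separate section of the same livers, also gave higher COX3, ATP6 and CYP17A1. Against 0 psu the log2 fold changes were 1.82, 1.15 and 0.56 at 5 psu, and 1.25, 1.75 and 1.07 at 15 psu.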

The result is associated with the ATP needed for the synthesis and operation of transport-related proteins that drive ion- and osmoregulatory processes (Lee et al., 2003). It is also documented that changes in components related to the glycolysis, fatty acid metabolism, and ATP production are often associated with raised salinity conditions in freshwater fish (Lavado, Aparicio-Fabre & Schlenk, 2014; Tine et al., 2008). Our previous study has shown that *T. s. elegans* increased serum glucose and triglyceride levels when subjected to salinity stress (Shu et al., 2012). This study also indicated that salinity stress influences glycolysis/gluconeogenesis and fatty acid metabolism-related genes. The mRNA expressions of *HK* and *MIP* were increased, which suggested that utilization of glycogen might be increased and more glucose might be used for energy expenditure under salinity exposure. Moreover, the gene expressions of *APoE*, *CoQ10*, and *SAA* were up-regulated while *ADH4* and *FADS6* were down-regulated, which suggested that the lipolysis increased and lipogenesis decreased to produce more energy in response to salinity stress.

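Another hexokinase unigene, c118187_g1, is named HK1 and matched best by the painted turtle. Its FPKM was 1.81 at 0 psu, 2.36 at 5 psu and 1.92 at 15 psu. At 5 psu the HK unigene of Table 6 held 2.73% of the FPKM of all unigenes with the KEGG name HK, and at 15 psu 5.47%.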

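A unigene matched best by apolipoprotein E of the painted turtle, c111666_g1, had FPKM of 567.4 at 0 psu, 360.6 at 5 psu and 390.4 at 15 psu, log2 fold changes of -0.65 and -0.54 against 0 psu. The APoE unigene of Table 6 held 0.444% of the FPKM of the unigenes named APOE at 5 psu and 0.298% at 15 psu. Of other lipid transport unigenes, APOA4 (c109540_g2) was 104.5, 161.9 and 283.8 in the same order and APOA5 (c121846_g1) 69.6, 114.8 and 169.1. CETP (c116263_g2) was 28.5, 6.89 and 3.74. These unigenes were chosen after their values were seen.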

The ureogenesis is a strategy for diamondback terrapins (*Malaclemys terrapin ) that are known to inhabit brackish water, and for* the desert tortoise, *Gopherus agassizii* under dehydration stress (Dantzler & Schmidt-Nielsen, 1966). The red-eared slider *T. s. elegans*, can also increase urea content in plasma and tissues by synthesizing organic osmolytes (e.g., free amino acids and urea) in order to provide a colligative defense against water loss (Hong et al., 2014). Some DEGs associated with cellular amino acid metabolism including *GLUL*, *ASRGL*, *LAAO*, *SLC6A15s* and *SLC7A9* were up-regulated in the comparison of 0 vs. 5 psu, which indicated that amino acid metabolism and transport were strengthened by salinity stress. The up-regulated expression of *GLUL* showed the increase of glutamine synthetase. 

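The glutamine synthetase unigenes with a best match to the painted turtle are c115085_g1 and c118586_g1. For c115085_g1, FPKM was 123.3 at 0 psu, 115.0 at 5 psu and 110.7 at 15 psu. For c118586_g1 it was 27.0, 42.1 and 28.4. The GLUL unigene of Table 6 held 0.381% of the FPKM of the unigenes named GLUL at 5 psu and 0.506% at 15 psu. For asparaginase-like protein, the turtle-matched unigenes are c111048_g1, with FPKM of 6.26 at 0 psu, 3.48 at 5 psu and 6.26 at 15 psu, and c115153_g1, with 2.75, 5.27 and 4.37.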

Glutamine is the most prevalent amino acid in body fluids and muscle, is mainly transported by a Na^+^-dependent neutral amino acid system, and its turnover rate exceeds those of other amino acids (Zander et al., 2015). Glutamine is synthesized from the ATP-dependent conjugation of ammonia to glutamate, and is a well-known defense against ammonia (Cooper & Plum, 1987; Essexfraser et al., 2005). When salinity returns to normal, glutamine pools can be utilized as precursors for a variety of important cell molecules (e.g., purines, pyrimidines, mucopolysaccharides) or, in the presence of glutaminase, glutamine can be deaminated for direct excretion of ammonia in the kidney or used for urea synthesis in liver before excretion. The accumulation of urea in response to high salinity can be due to both urea retention and elevated rates of urea synthesis via the ornithine-urea cycle, uricolysis of uric acid, or hydrolysis of arginine (Dépêche & Schoffeniels, 1975; Gordon & Tucker, 1965). 

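Enzymes of the urea cycle were measured by a fixed gene list, of which 6 unigenes had FPKM of at least 1 in a library. They belong to 5 genes, CPS1, OTC, ASS1, ASL and NAGS, and arginase is not among them. Its median log2 fold change was -0.41 in 0 vs. 5 psu and -0.94 in 0 vs. 15 psu, at percentiles of 0.855 and 0.04 among 10000 random lists of the same size and mean expression. CPS1 (c115269_g2) had FPKM of 399.4 at 0 psu, 309.8 at 5 psu and 272.1 at 15 psu. OTC (c106494_g1) was 104.3, 111.7 and 47.1, and ASL (c109941_g1) was 144.1, 104.8 and 81.3. NAGS (c123243_g1) was 155.6, 152.0 and 209.1. A further ASL unigene, c139888_g1, is matched best by Pantholops hodgsonii, with FPKM of 6.81 at 0 psu and listed at 0 at 5 and 15 psu. With the unigene of highest FPKM per gene name, the medians of the list were -0.37 and -0.83.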

*OAZ3*, involved in the ornithine-urea cycle, showed up-regulation under salinity exposure in this study, which suggested that ureogenesis may also be activated in response to hyperosmotic conditions in this species. Our result correlated well with studies in crab-eating frog (*Fejervarya cancrivora*), where its resistance to hyperosmotic environmental conditions is generally linked to the accumulation of urea in plasma and tissues, urea resulting from an up-regulation of the hepatic urea synthesis machinery (Gordon & Tucker, 1965). Also, the striped catfish (*Pangasianodon hypophthalmus*) can counteract osmotic imbalance by triggering a regulatory volume increase, an internal process that initiates a net gain in osmolytes and/or water, increasing cell volume that re-establishes normal values and prevents further cell shrinkage (Nguyen et al., 2016).

The current study was designed not only to generate a catalogue of differentially expressed genes involved with salinity exposure, but also to allow the data to be integrated to identify the relationships on the adaptive response. Based on gene ontology information and from data in published studies, functional categories of differentially expressed genes were identified. Therefore, the potential interactions of the differentially expressed genes that responded to high salinity in *T. s. elegans* are shown in Fig. 2. The pathways and processes that are targeted provide us with numerous candidate genes for future investigations about the molecular mechanisms that underlie high salinity tolerance.

**Figure 2:**
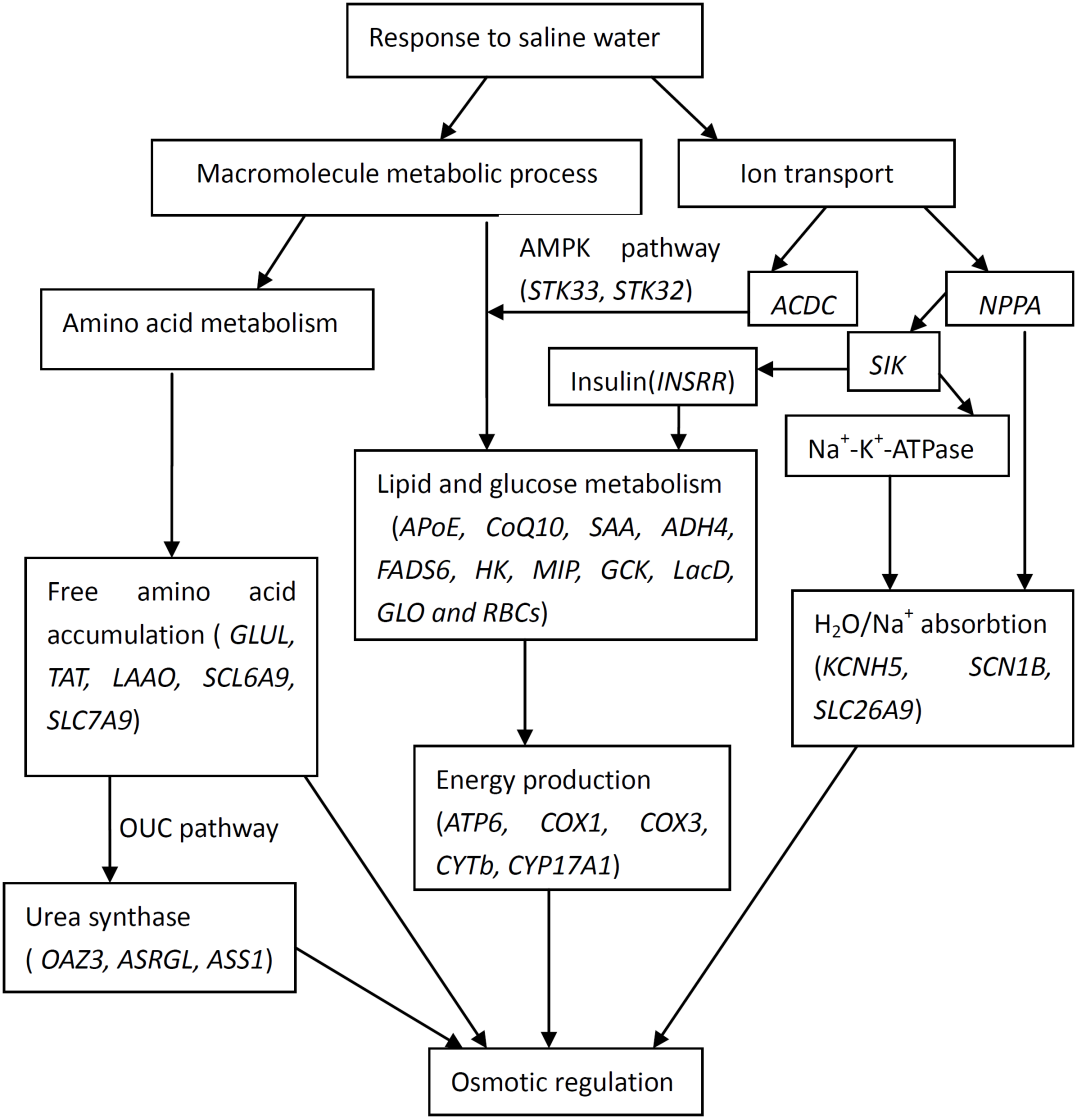
Interactions of positively selected genes and differentially expressed genes involved in the adaptation of *T. s. elegans* to high salinity. (1) *NPPA* plays roles in the regulation of body fluid levels and electrolytic homeostasis pathway, while *ACDC* and *SIK* in the pathway of lipid (glucose) metabolism by the regulation of *AMPK* (*STK32*, *STK33*); (2) *GLUL*, * TAT*, *LAAO*, *SCL6A9*, *SLC7A9 and OAZ3*, *ASRGL*, *ASS1* play roles in the accumulation of free amino acid and urea, while *KCNH5*, *SCN1B*, *SLC26A9* mainly in the process of H_2_O/Na^+^ absorption; (3) *ATP6*, *COX1, COX3*, *CYTb*, *CYP17A1* are associated with energy production and mediated by lipid and glucose metabolism (*APoE*, *CoQ10*, *SAA*, *ADH4*, *FADS6*, *HK*, *MIP*, *GCK*, *LacD*, *GLO and RBCs*).

## Conclusions

In this study, we report the first transcriptome analysis of *T. s. elegans* under salinity stress. When *T. s. elegans* was subjected to salinity exposure, 3,393 unigenes in the liver were identified as DEGs, which were classified into some dominant categories including macromolecule metabolic process, ion transport, ion transmembrane transport in biological process. Also, a list of candidate DEGs potentially involved in salinity acclimation in *T. s. elegans* were identified into three kinds such as ion transport, energy production and conversion, and macromolecule metabolic process including lipid, protein and carbonhydrate.

The genes related to macromolecule metabolic process (*OAZ3*, *GLUL*, *ASRGL*, *LAAO*, *SLC6A15s*, *SLC7A9*, *APoE*, *CoQ10*, *SAA*, *HK*, and *MIP*), ion transport (*KCNH5*, *STK32*, *SIK1*, and *ACDC*) and ATP synthesis (*ATP6*, *COX1*, *COX3*, *CYTb*, and *CYP17A1*) were up-regulated by salinity stress, which indicated that *T. s. elegans* could adapt itself into salinity stress by balancing the entry of NaCl and accumulating urea and free amino acids in blood in response to osmotic pressure with higher ATP energy production. However, some genes related to macromolecule metabolic process (*ADH4*, *FADS6*, *LacD*, *GLO*, *RBCs*, *TAT*, and *ASS1*) and ion transport (*SCN1B*, *NPPA*, *SLC26A9*, and *STK33*) were down-regulated by salinity stress. Finally, we combined the data on functional salinity tolerance genes into a hypothetical schematic model that describe potential relationships and interactions among target genes to explain the molecular pathways related to salinity responses in *T. s. elegans*.

##  Supplemental Information

10.7717/peerj.6538/supp-1 Table S1 Major GO terms related to osmotic regulation in 0 vs 5 psu groups Click here for additional data file.

10.7717/peerj.6538/supp-2 Table S2 Major GO terms related to osmotic regulation in 0 vs 15 psu groups Click here for additional data file.

10.7717/peerj.6538/supp-3 Fig S1 The relative fold changes (log _2_M/N) of RNA-seq and RT-PCR results in the comparison of 0 vs 5 psu (A), and 0 vs 15 psu (B). The expression levels of selected genes were each normalized to that of the *β*-actin gene Click here for additional data file.

# Supplementary material for: Comparative analysis of the liver transcriptome in the red-eared slider Trachemys scripta elegans under chronic salinity stress
**Source:** PeerJ. 2019 Mar 21;7:e6538. doi: 10.7717/peerj.6538
**Supplement:** Table S1

| **Table S1 Major GO terms related to osmotic regulation in 0 vs 5 psu groups** | | | |
| --- | --- | --- | --- |
| **Description** | ***P*_bonferroni** | **Type** | **Differential genes** |
| Ion binding | 3.88E-05 | molecular_function | COX1;c101564_g1;ADH4;TRIM39;CYP2P;c105226_g1;c105433_g1;c106588_g1;SNAI2,SLUG;c107478_g1;DSC1;TAT;ADCK,ABC1;TNK1;c111614_g1;ALB;K06911;c112636_g1;ACTB_G1;DDR2,TKT;KRAB;RASD2;RASD2;CDHE,CDH1;CDH3;c115683_g7;TRIM29,ATDC;c117980_g4;c119888_g1;c120156_g1;STK32,YANK;CYP2C;ADH1_7;SIK;ALPK;E1.2.1.5;CRYAA;GPX4;c156641_g1;c168787_g1;APOE;CYTB,petB;glnA,GLUL;c19896_g1;SOCS1,JAB;CRYL1;EPHA8,EEK;TEX14,SGK307;MYL7;ACADVL;c72315_g1;TUBA;COX2;E2.7.3.2;c86748_g1;KRAB;c88272_g1;c88272_g2;c90496_g1;PKD1L2;STK33;HOMER;ASPN;c99149_g1;c99623_g2 |
| Ion transmembrane transport | 0.000195 | biological_process | COX1;TRPA1,ANKTM1;COX3;ATPeF0A,MTATP6,ATP6;CHRNA4;KCNH5;SLC26A9;COX2 |
| Hydrogen ion transmembrane transporter activity | 0.00029 | molecular_function | COX1;COX3;ATPeF0A, MTATP6,ATP6;COX2 |
| Hydrogen ion transmembrane transport | 0.000332 | biological_process | COX1;COX3;ATPeF0A,MTATP6,ATP6;COX2 |
| Hormone activity | 0.00106 | molecular_function | ADM;c893_g1;NPPA;ACDC |
| Inorganic ion transmembrane transport | 0.00201 | biological_process | COX1;COX3;ATPeF0A,MTATP6,ATP6;KCNH5;SLC26A9;COX2 |
| Monovalent inorganic cation transport | 0.00596 | biological_process | COX1;COX3;ATPeF0A,MTATP6,ATP6;KCNH5;SCN1B;COX2 |
| Anion binding | 0.00643 | molecular_function | ADH4;c105433_g1;TAT;ADCK,ABC1;TNK1;c111614_g1;ALB;c112636_g1;ACTB_G1;DDR2,TKT;RASD2;RASD2;c120156_g1;STK32,YANK;SIK;ALPK;E1.2.1.5;GPX4;c156641_g1;APOE;glnA,GLUL;c19896_g1;CRYL1;EPHA8,EEK;TEX14,SGK307;ACADVL;c72315_g1;TUBA;E2.7.3.2;c88272_g1;c88272_g2;c90496_g1;STK33;HOMER;c99623_g2 |
| Cellular amino acid metabolic process | 0.00659 | biological_process | GST,gst;TAT;MTHFD2;c113444_g1;c120156_g1;STK32,YANK;SIK;ALPK;E1.2.1.5;GPX4;PTS-HPR;glnA,GLUL;OAZ3;E2.3.1.7;CRYL1;E2.7.3.2;STK33;HOMER;K14165 |
| Ion transport | 0.00735 | biological_process | COX1;TRPA1,ANKTM1;SLC6A5S;COX3;c1641_g1;ATPeF0A,MTATP6,ATP6;CHRNA4;KCNH5;SLC26A9;APOE;SCN1B;COX2 |
| Ion transmembrane transporter activity | 0.00816 | molecular_function | COX1;TRPA1,ANKTM1;SLC6A5S;COX3;ATPeF0A, ATP6;CHRNA4;KCNH5;SLC26A9;COX2 |
| Nitrogen compound metabolic process | 0.0168 | biological_process | c106312_g1;c106644_g2;GST,gst;c107959_g1;TAT;MTHFD2;FBP,fbp;c112105_g3;c112323_g1;c113444_g1;RASD2;RASD2;c115683_g7;E3.1.27.1;c120156_g1;STK32,YANK;SIK;K16330;ALPK;E1.2.1.5;c124849_g1;GPX4;c132576_g1;c1641_g1;PTS-HPR;ATPeF0A,MTATP6,ATP6;glnA,GLUL;OAZ3;c207168_g1;E2.3.1.7;CRYL1;TUBA;E2.7.3.2;STK33;HOMER;K14165;c99023_g1;c99149_g1 |
| Inorganic cation transmembrane transport | 0.0338 | biological_process | COX1;COX3;ATPeF0A,MTATP6,ATP6;KCNH5;COX2 |
| Inorganic cation transmembrane transporter activity | 0.0354 | molecular_function | COX1;SLC6A5S;COX3;ATPeF0A,MTATP6,ATP6;KCNH5;COX2 |
| Cation transmembrane transport | 0.0378 | biological_process | COX1;COX3;ATPeF0A,MTATP6,ATP6;KCNH5;COX2 |

# Supplementary material for: Comparative analysis of the liver transcriptome in the red-eared slider Trachemys scripta elegans under chronic salinity stress
**Source:** PeerJ. 2019 Mar 21;7:e6538. doi: 10.7717/peerj.6538
**Supplement:** Table S2

| **Table S2. Major GO terms related to osmotic regulation in 0 vs 15 psu groups** | | | |
| --- | --- | --- | --- |
| **Description** | ***P*_bonferroni** | **Type** | **Differential genes** |
| Ion binding | 2.96E-07 | molecular_function | c100305_g1;COX1;c101564_g1;MFI2;TRIM39;CYP2K;EPHA7,EHK3,HEK11;CYP2P;KLF15;c105226_g1;c105433_g1;MDK;KRAB;c106494_g1;SNAI2,SLUG;c107478_g1;DSC1;TAT;c109536_g1;htpG,HSP90A;MYO7;TNK1;PLOD2;c111564_g1;ALB;EPHB2,ERK,DRT;K06911;MYL3;RNF170;ACTB_G1;c114593_g4;RASD2;c115288_g1;TRIB;EPHA1,EPH;LHCB1;THBS1;TRIM29,ATDC;AGXT2L1,ETNPPL;AGXT2L1,ETNPPL;c116330_g1;c116515_g1;c116999_g1;adk,AK;NR2A1,HNF4A;c117849_g1;c118484_g1;c118989_g1;c119497_g1;INSRR;ZC3H12,MCPIP;GCK;STK32,YANK;SLC25A23S;PLA2G,SPLA2;SIK;CYP17A;ARL4;c123809_g3;NPNT;c124238_g1;CRYAA;COX1;c155439_g1;c156641_g1;c168787_g1;CYTB,petB;glnA,GLUL;c19896_g1;SOCS1,JAB;CRYL1;TNNC1;TEX14,SGK307;MYL7;ACADVL;E2.7.3.2;CETN2;c86748_g1;FN1;c88272_g1;c88272_g2;c88310_g1;c90496_g1;c93858_g1;argG, ASS1;c99623_g2 |
| Anion binding | 3.90E-05 | molecular_function | c100305_g1;EPHA7,EHK3,HEK11;c105433_g1;MDK;c106494_g1;TAT;htpG, HSP90A;MYO7;TNK1;PLOD2;ALB;EPHB2,ERK,DRT;ACTB_G1;c114593_g4;RASD2;TRIB;EPHA1,EPH;THBS1;AGXT2L1,ETNPPL;AGXT2L1,ETNPPL;c116999_g1;adk,AK;c117849_g1;INSRR;GCK;STK32,YANK;SIK;ARL4;ARL4;c123809_g3;c156641_g1;glnA,GLUL;c19896_g1;CRYL1;TEX14,SGK307;ACADVL;E2.7.3.2;FN1;c88272_g1;c88272_g2;c88310_g1;c90496_g1;argG,ASS1;c99623_g2 |
| Iron ion binding | 0.000159 | molecular_function | COX1;MFI2;CYP2K;CYP2P;c107478_g1;PLOD2;CYP17A;c124238_g1 |
| Calcium ion binding | 0.000395 | molecular_function | c101564_g1;c105226_g1;DSC1;c109536_g1;MYL3;THBS1;c116330_g1;c118484_g1;c119497_g1;SLC25A23S;PLA2G,SPLA2;NPNT;c155439_g1;TNNC1;MYL7;CETN2;c86748_g1;c93858_g1 |
| Proton transport | 0.00128 | biological_process | COX1;COX3;c131564_g1;ATPeF0A,MTATP6,ATP6;ND2 |
| Hydrogen transport | 0.00135 | biological_process | COX1;COX3;c131564_g1;ATPeF0A,MTATP6,ATP6;ND2 |
| Transmembrane transport | 0.00202 | biological_process | COX1;SLC7A9,BAT1;SLC6A5S;CD79B,IGB;SLC38A2,SNAT2;MIA40,CHCHD4;TRPA1,ANKTM1;c118570_g1;SLC5A9,SGLT4;SLC25A23S;COX3;ATPeF0A, MTATP6, ATP6;c75960_g1 |
| Hormone activity | 0.00224 | molecular_function | CD79B, IGB;NPPA;RLN;ACDC |
| Monovalent inorganic cation transport | 0.00335 | biological_process | COX1;CD79B,IGB;COX3;c131564_g1;ATPeF0A,MTATP6,ATP6;ND2;SCN1B |
| Ion transport | 0.0046 | biological_process | COX1;MFI2;SLC7A9,BAT1;SLC6A5S;CD79B,IGB;SLC38A2,SNAT2;TRPA1,ANKTM1;c118570_g1;COX3;c131564_g1;c1641_g1;ATPeF0A,MTATP6,ATP6;ND2;SCN1B;c75960_g1 |
| Metal ion binding | 0.0112 | molecular_function | COX1;c101564_g1;MFI2;TRIM39;CYP2K;CYP2P;KLF15;c105226_g1;KRAB;SNAI2,SLUG;c107478_g1;DSC1;c109536_g1;PLOD2;c111564_g1;K06911;MYL3;RNF170;c115288_g1;LHCB1;THBS1;TRIM29,ATDC;c116330_g1;c116515_g1;NR2A1,HNF4A;c118484_g1;c118989_g1;c119497_g1;ZC3H12,MCPIP;SLC25A23S;PLA2G,SPLA2;CYP17A;NPNT;c124238_g1;CRYAA;c155439_g1;c168787_g1;CYTB,petB;SOCS1,JAB;TNNC1;MYL7;CETN2;c86748_g1;c93858_g1 |
| Hydrogen ion transmembrane transporter activity | 0.012 | molecular_function | COX1;COX3;ATPeF0A,MTATP6,ATP6 |
| Cation binding | 0.0122 | molecular_function | COX1;c101564_g1;MFI2;TRIM39;CYP2K;CYP2P;KLF15;c105226_g1;KRAB;SNAI2,SLUG;c107478_g1;DSC1;c109536_g1;PLOD2;c111564_g1;K06911;MYL3;RNF170;c115288_g1;LHCB1;THBS1;TRIM29,ATDC;c116330_g1;c116515_g1;NR2A1,HNF4A;c118484_g1;c118989_g1;c119497_g1;ZC3H12,MCPIP;SLC25A23S;PLA2G,SPLA2;CYP17A;NPNT;c124238_g1;CRYAA;c155439_g1;c168787_g1;CYTB,petB;SOCS1,JAB;TNNC1;MYL7;CETN2;c86748_g1;c93858_g1 |
| Hydrogen ion transmembrane transport | 0.0135 | biological_process | COX1;COX3ATPeF0A,MTATP6,ATP6 |
| Ion transmembrane transport | 0.0369 | biological_process | COX1;SLC7A9,BAT1;CD79B,IGB;SLC38A2,SNAT2;TRPA1,ANKTM1;COX3;COX1;ATPeF0A, MTATP6, ATP6 |
| Transaminase activity | 0.0406 | molecular_function | TAT;AGXT2L1, ETNPPL;GPT, ALT |

How the deposited data were processed for this re-analysis (not part of the article)

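RNA-seq libraries were made from the livers of 9 red-eared sliders kept for 30 days at 0, 5 or 15 psu, 3 turtles per salinity, with the livers of a group mixed into 1 library. The sample labels give the salinities as percentages of 0, 5 and 15, and the paper's psu values were used. The authors trimmed the reads with SeqPrep and Sickle, assembled them with Trinity, quantified unigenes with RSEM, annotated them against NR, Swissprot, KEGG, COG, Pfam and GO, and deposited a table of FPKM with these annotations for 205138 unigenes. FPKM values are given to 2 decimals, and no scaling between libraries is described. The summed FPKM was 986020 at 0 psu, 969649 at 5 psu and 960407 at 15 psu.

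The table was analysed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Log2 fold changes were taken after adding 0.1 to each FPKM, in the comparisons of 0 vs. 5, 0 vs. 15 and 5 vs. 15 psu. Changed unigenes were counted among those with FPKM of at least 1 in either library, and the genes of Table 6 were kept below that level. With 1 library per salinity no unigene was tested for a difference between libraries, and a change was counted by the paper's 2-fold criterion. For single unigenes, fold changes are not given against a library at 0. The counts of changed unigenes and the medians of gene lists include such unigenes, with values that rest on the pseudocount. Read counts were not used here, so no interval or detection limit could be computed. Where both libraries of a pair were above 0 and their mean FPKM lay from 0.3 to 1, the log2 ratios gathered at -0.38 for 5 against 0 psu, 0.03 for 15 against 0 psu and 0.33 for 15 against 5 psu, with further peaks 1 unit above and below.

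Named genes were set by rule before the data were examined: the unigenes of Tables 6 and 7, the beta-actin unigenes, members of the fixed gene lists, and per comparison the 5 largest rises and 5 largest falls among unigenes with an NR or Swissprot description and FPKM of at least 10 in the higher library. Other unigenes were looked up after the data were seen, because they share a gene name with a gene of Table 6 or for their values. The main beta-actin unigene, c115795_g1, had FPKM of 2495 at 0 psu, 2548 at 5 psu and 2907 at 15 psu.

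The 18 gene lists were written before the data were examined and matched to the KEGG gene names of unigenes with FPKM of at least 1 in any library. A list's median was placed among 10000 random lists of the same number of unigenes, drawn from named unigenes within 20 bins of mean FPKM. A list can hold many unigenes of 1 gene, which the random lists do not mirror. Its percentile can then rest largely on that gene. The lists differ in how many genes were found, how many of these the 0 psu library expresses at FPKM of at least 10, how many another list holds and how many Table 6 holds. For hepatocyte genes, 17 of 20 were found, 17 were expressed, 6 were in another list and 1 was in Table 6. Of 12 acute phase genes, 8 were found, 8 expressed, 6 in another list and 1 in Table 6. The urea cycle list had 5 of 7 found, 5 expressed and 1 in Table 6. The mitochondrially encoded respiratory chain list had 12 of 13 found, 4 expressed and 4 in Table 6. The nuclear respiratory chain list had 54 of 62 found and 53 expressed. The ion pumps and exchangers had 7 of 15 found, 2 expressed and 1 in another list. Of the osmolyte and hyperosmotic stress genes, 8 of 14 were found, 4 expressed and 1 in another list. The heat shock proteins had 7 of 12 found, 7 expressed and 1 in another list. Cardiac muscle had 11 of 17 found, 2 expressed and 1 in Table 6. Skeletal muscle had 4 of 14 found and 1 expressed. The eye lens list had 4 of 17 found, 1 expressed and 1 in Table 6. Testis had 5 of 13 found, 2 expressed and 1 in Table 6. Adipose had 5 of 9 found, 2 expressed and 1 in Table 6. Pancreas had 2 of 14 found. Erythrocyte had 4 of 10 found, 4 expressed and 1 in another list. B cell had 6 of 10 found and 5 expressed. Plant chloroplast had 6 of 10 found, 3 expressed and 1 in Table 6. Intestine and stomach had 4 of 12 found and 2 in Table 6.

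Correlations with qRT-PCR used the group means of Table 7 for 18 genes, Pearson's r with 100000 permutations of the genes, and adjustment over the 3 comparisons by Benjamini and Hochberg. The paper's text does not name its type of correlation. The alternatives were pseudocounts of 1 and 0.01, no filter and a filter of 5, rescaling to a median ratio of 1 or by the upper quartile, values relative to beta-actin, unigenes with an NR annotation, Spearman's rho, genes with FPKM of at least 1 in both libraries, a filter of 0.1 and the highest unigene per gene name for lists. A filter of 50 for the number of changed unigenes and the share that rose was added after the data were seen. Under rescaling, the filter was applied to the rescaled values. The counting and list steps were tested on simulated data for 87544 unigenes with 200 changed 8-fold: 100% of the changed unigenes passed the 2-fold criterion and 0 unchanged ones did. An 8-fold change passes a 2-fold criterion by construction. The simulation therefore checks only that the steps run, and gives no rate of false calls for the libraries.

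DEGseq and the GO enrichment could not be repeated, since both need the read counts or the whole GO tree, and the qRT-PCR and assembly statistics were not analysed here.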

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

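The tests in this part were chosen after the result was seen, although the rescaling used for the scale test was itself set earlier. Each result below is a signal at 5 and 15 psu above the level of the control library at 0 psu, apart from the lower unigenes given beside the higher ones. The paper does not analyse rat-matched unigenes as a set, although 7 of them are genes of Table 6, and the other unigenes are outside Tables 6 and 7.

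Unigenes whose best NR match is a rat protein were above 0 in 487 cases at 5 psu and 474 at 15 psu, against 36 at 0 psu, out of 660 above 0 in any library. They held 0.0283% of the summed FPKM at 0 psu, 0.155% at 5 psu and 0.187% at 15 psu. Lower depth of the 0 psu library is argued against, because turtle-matched unigenes of the same mean FPKM were above 0 at 0 psu in 78.3% of cases and at 15 psu in 77.1%, while the rat-matched ones were above 0 at 0 psu in 5.45%. RNA of another organism in the 5 and 15 psu libraries is a candidate explanation that these values leave open. Whether it entered with the turtles, at sampling or at sequencing was not tested, and no batch is given in the paper or the labels. A response of the turtles to salinity that raises transcripts with a rat best match was not tested for this set. The paper's qRT-PCR, on a separate section of the same livers, covered the rat-matched COX3, ATP6, APoE, HK and ASRGL. All of these gave a signal at 0 psu and higher means at 5 and 15 psu. Whether the primers measure the turtle's own transcripts was not tested.

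Among 673 described unigenes outside Tables 6, 7 and the identifiers of Tables S1 and S2, with mean FPKM of at least 100 and FPKM of at least 1 in all 3 libraries, 5 were at least 2-fold higher at both 5 and 15 psu and 6 at least 2-fold lower. G6PC (c119704_g2, glucose-6-phosphatase) had FPKM of 248.9 at 0 psu, 513.7 at 5 psu and 862.3 at 15 psu, log2 fold changes of 1.04 and 1.79. FXYD2 (c104071_g1), described as the gamma subunit of the sodium/potassium-transporting ATPase and also carrying other KEGG names, was 40.1, 120.3 and 145.2, log2 fold changes of 1.58 and 1.85. For c118858_g2, described as a phospholipase A2 inhibitor and Ly6/PLAUR domain-containing protein, FPKM was 221.1, 782.9 and 2783, log2 fold changes of 1.82 and 3.65. The unigene c108319_g2, described as a tapasin-related protein and carrying a hepcidin domain in Pfam, was 2.79, 23.7 and 378.8, log2 fold changes of 3.04 and 7.03. The uncharacterized protein c122206_g3 was 17.7, 166.7 and 215.2, log2 fold changes of 3.23 and 3.59. The 6 lower unigenes include the pair of abundant albumin unigenes described under other observations. MHC1 (c111795_g1) was 724.9, 295.1 and 80.7 and GST (c106820_g1) 369.3, 150.4 and 142.6. JMJD7 (c107712_g1) was 169.3, 77.9 and 66.6, and CYP2C (c122014_g3) was 380.5, 177.0 and 150.0.

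A shift of the FPKM scale between the libraries is argued against as the source of the 5 rises. After rescaling to a median ratio of 1, their lowest log2 fold change apart from G6PC at 5 psu was 1.50. That of G6PC at 5 psu went from 1.04 to 0.96, so most of its rise remained. Whether G6PC passes the 2-fold criterion at 5 psu does depend on the scale. At 15 psu its rescaled value was 1.76. A difference between the turtles of a pool and an effect of salinity cannot be told apart, because there is 1 library per salinity. An effect of salinity on these genes stays open as an untested hypothesis. Whether similar transcripts were assembled into separate unigenes was not tested.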

How the results depend on the processing

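The filter of 50 was chosen only after the results were seen. The alternatives changed 1 choice at a time. No paired analysis was possible because each salinity has 1 library.

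The number of unigenes with a 2-fold or greater change stayed within 1.5 times its value under pseudocounts of 1 and 0.01, no filter, rescaling to a median ratio of 1 and rescaling by the upper quartile, in all 3 comparisons. With FPKM of at least 5 in either library it was 26028 in 0 vs. 5 psu, 23967 in 0 vs. 15 psu and 24834 in 5 vs. 15 psu. Keeping unigenes with an NR annotation gave 8635, 8277 and 8584. A filter of 50, chosen after the data were seen, gave 237, 320 and 225. These filters compare fewer unigenes by construction. The share of changed unigenes that rose moved by less than 10 percentage points under a pseudocount of 1, a filter of 5, rescaling to a median ratio of 1 and keeping unigenes with an NR annotation. Under the filter of 50 it did not hold: 23.6% rose in 0 vs. 5 psu against 57.6% with the filter of 1, and 62.2% rose in 5 vs. 15 psu against 40.6%, so the more frequent direction reversed in both. The share in 0 vs. 15 psu was 38.4% against 48.0%. The cause of these moves was not tested. Rescaling by the upper quartile took the share in 0 vs. 15 psu to 50.7%, from mostly lower to mostly higher. The upper quartile shifted the log2 scale by 0.23 in 0 vs. 5 psu, -0.11 in 0 vs. 15 psu and -0.35 in 5 vs. 15 psu.

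The correlations with qRT-PCR kept their sign and an adjusted p below 0.05 under each alternative, with r from 0.690 to 0.947 in 0 vs. 5 psu, from 0.688 to 0.958 in 0 vs. 15 psu and from 0.854 to 0.895 in 5 vs. 15 psu, Spearman's rho included. The number of Table 6 genes with a 2-fold or greater change also stayed within 1.5 times its value.

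Of the 272 values of single genes of Table 6 under an alternative, 3 reversed. The log2 fold change of INSRR in 0 vs. 5 psu was -0.000198 after rescaling to a median ratio of 1. Relative to beta-actin, those of COX1 and CYTb in 5 vs. 15 psu were -0.0702 and -0.0371. Their main values lay within 0.15 of 0 and the alternatives shift every gene by a constant. Another 10 became weaker than 2-fold, under a pseudocount of 1, and 2 became 2-fold or more. Of the 216 medians of gene lists under an alternative, 44 moved by more than 1 SD of the random lists, 23 of them with the highest unigene per gene name. In 14 cases, from 11 of the 54 medians, the sign was opposite, and in 12 more a median went to or from 0. The largest median with an opposite sign was that of pancreas in 5 vs. 15 psu, with 2 unigenes, which went from 3.58 to -0.21 with FPKM of at least 0.1. The cause was not tested.

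Without read counts, the depth behind low values is unknown. It limits the counts of changed unigenes and the genes of Table 6, of which 27 of the 34 stayed below FPKM of 10.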

Differences from the paper's values

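The filter of 50, used for the number of differentially expressed unigenes, was chosen only after the result was seen. Log2 fold changes were taken as different when the sign differed or the gap was more than a factor of 1.5, since neither the paper nor the data give an error for them.

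The paper reports 1019 differentially expressed unigenes in 0 vs. 5 psu, 1194 in 0 vs. 15 psu and 1180 in 5 vs. 15 psu, after its 2-fold criterion and a Q value. The 2-fold criterion alone gave 67816, 59202 and 66603, so the values are counted by different criteria. None of the alternatives set before the data were examined closed the gap, and neither did the filter of 50, with 237, 320 and 225.

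For ADH4, the log2 fold change was -2.54 in 0 vs. 5 psu against the paper's -3.8, and 2.54 in 5 vs. 15 psu against the paper's 3.81. For LAAO it was 0.79 in 0 vs. 5 psu against the paper's 1.62, and -2.52 in 5 vs. 15 psu against the paper's -3.68. None of the alternatives set before the data were examined closed these gaps.

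For APoE, the log2 fold change was 3.61 in 0 vs. 5 psu against the paper's 4.59 and 3.15 in 0 vs. 15 psu against the paper's 4.18. GLUL gave 2.32 against the paper's 4.03 and 2.55 against the paper's 4.3, and MIP 2.13 against the paper's 3.37 and 2.48 against the paper's 3.75, in the same order. With a pseudocount of 0.01 in place of 0.1 these values were 4.74 and 4.25 for APoE, 3.61 and 3.87 for GLUL, and 3.12 and 3.52 for MIP, each within a factor of 1.5 of the paper's. The pseudocount of 1, rescaling to a median ratio of 1 and values relative to beta-actin did not close these gaps.

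For SLC7A9, the log2 fold change was 0.55 in 0 vs. 5 psu against the paper's 1.78, 3.83 in 0 vs. 15 psu against the paper's 5.72 and 3.28 in 5 vs. 15 psu against the paper's 3.93. A pseudocount of 0.01 gave 3.98 in 5 vs. 15 psu, which closed that gap. It narrowed the other 2, with 1.115 in 0 vs. 5 psu and 5.095 in 0 vs. 15 psu. None of the alternatives set before the data were examined closed them.

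The paper gives 25438 unigenes annotated in Swissprot, and the deposited table holds 25348. Table 6 marks SIK2 in 0 vs. 5 psu, COX1 in 5 vs. 15 psu and ADH4 in 0 vs. 15 psu as too low to be detected, while FPKM was 11.1 and 11.0 for SIK2, 5.26 and 5.71 for COX1 and 1.30 and 1.30 for ADH4. The paper states that APoE increased with salinity, and FPKM was 1.86 at 5 psu and 1.32 at 15 psu.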

Other observations

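The tests on MYH6_7, mitochondrial unigenes by matched species, crystallins, rodent-matched unigenes and Lactobacillus were chosen only after the result was seen. So were those on fragments per unigene, albumin and SAA. The gene lists themselves, the rescaling and the share of FPKM per gene name were set earlier. The rescaled median of the urea cycle list was among the values set earlier.

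NPPA was higher at 0 psu than at 5 and 15 psu. The cardiac muscle list, 20 unigenes, had a median log2 fold change of -0.57 in 0 vs. 5 psu and -1.52 in 0 vs. 15 psu, at percentiles of 0.18 and 0 among the random lists. Without NPPA the medians were -0.47 and -1.35, at percentiles of 0.26 and 0.02. Of 16 unigenes with the KEGG name MYH6_7, a cardiac myosin heavy chain, 10 were above 0 at 0 psu and listed at 0 at both 5 and 15 psu, and their summed FPKM over all 16 was 135.2 at 0 psu, 12.3 at 5 psu and 5.50 at 15 psu. The most abundant was c141287_g1 with FPKM of 36.1 at 0 psu. Heart tissue in the 0 psu pool is a candidate explanation, as 12 of the 16 have a turtle protein as best match. In the whole list, 9 unigenes were at least 2-fold lower and 2 higher at 5 psu, and 12 were lower and 3 higher at 15 psu. Turtle-matched members that were lower include MYL7 (c63605_g1), with FPKM of 6.27 at 0 psu and listed at 0 at 5 and 15 psu, and MYL3 (c113159_g1), with 8.20, 3.93 and 3.31. Among those that did not follow, the most abundant ACTC1 unigene, c95384_g3, matched to the carp, was 23.2, 15.8 and 21.2, and TNNC1 (c77387_g1), matched to the mouse, was 4.89, 9.98 and 4.70. Some turtle-matched members did not follow either. MYBPC3 c197917_g1 had FPKM of 10.4 at 5 psu and was listed at 0 at 0 and 15 psu. MYBPC3 c58759_g1 was 1.81 at 0 psu, listed at 0 at 5 psu and 5.48 at 15 psu. RYR2 c151827_g1 was above 0 at 15 psu alone, with 1.39. PLN (c109579_g2) was 0.63, 0.98 and 1.04. An effect of salinity on these genes stays open and was not tested.

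COX1, COX3, CYTb and ATP6 of Table 6 were higher at 5 and 15 psu. A rise of the turtle's own mitochondrial transcripts is argued against: the summed FPKM of the 2 unigenes with a Trachemys match had a log2 fold change of 0.0133 in 0 vs. 5 psu and -0.114 in 0 vs. 15 psu. Reads of another organism are a candidate explanation. The paper's qRT-PCR, on a separate section of the same livers, gave a signal for COX3 and ATP6 at 0 psu. It gave higher means at 5 and 15 psu. Whether its primers measure the turtle's own transcripts was not tested. The COX1 unigene of Table 6 held at most 0.068% of the FPKM named COX1. For COX3, CYTb and ATP6 the same test decides nothing, because the unigenes of Table 6 held at least 79.3% of the FPKM under those names and no turtle-matched unigene carries the names. The 14 rat-matched unigenes of the mitochondrial list had a summed FPKM of 0 at 0 psu, 23.4 at 5 psu and 53.1 at 15 psu. The 15 rabbit-matched ones went the other way, with 84.95 at 0 psu, 15.5 at 5 psu and 4.28 at 15 psu. Rabbit RNA in the 0 psu library may be a further source for these. A fall is not seen in the summed FPKM of all 92 rabbit-matched unigenes, which was 312.2, 322.0 and 390.6 in the same order. Of the 92, 57 were above 0 at 0 psu, 44 at 5 psu and 47 at 15 psu.

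MIP was higher at 5 and 15 psu. The eye lens list, 5 unigenes, had a median log2 fold change of 2.51 in 0 vs. 5 psu and 3.47 in 0 vs. 15 psu, at percentiles of 98.9 and 99.6. Both medians are those of BFSP1 (c186526_g1), with FPKM of 0.47 at 5 psu and 1.01 at 15 psu. It was listed at 0 at 0 psu, so the medians rest on the pseudocount. Of 11 crystallin unigenes whose best NR match is a mammal, 9 were at least 2-fold higher at both 5 and 15 psu, and of 4 with a turtle match 0 were. Of 7 crystallins matched to the rabbit, 6 were higher at both, against 8 of 69 other rabbit-matched unigenes. The most abundant was a gamma-crystallin B matched to the rabbit (c110409_g1), with FPKM of 0.33 at 0 psu, 109.2 at 5 psu and 129.2 at 15 psu, followed by CRYAA (c125330_g1) with 3.90, 43.0 and 50.6. The turtle-matched beta-crystallin B1 (c78562_g1) was 0.50, 14.4 and 0.71. The summed FPKM of the 11 mammal-matched crystallins was 37.7 at 0 psu, 263.85 at 5 psu and 305.58 at 15 psu. They were thus present at 0 psu as well, at a lower level. Eye lens RNA of another mammal, with more of it in the 5 and 15 psu libraries, is a candidate explanation for MIP as well.

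OAZ3 was higher at 5 and 15 psu. Testis RNA in the pools cannot be told apart from other explanations by the testis list, 9 unigenes, because its members go both ways. The medians were -0.23 in 0 vs. 5 psu and 0.00 in 0 vs. 15 psu, at percentiles of 5.99 and 47.0. In each comparison 2 unigenes were at least 2-fold higher and 4 lower. The turtle-matched SYCP1 c106327_g1 was 18.0, 0.47 and 2.17. TEX14 (c59526_g1), the most abundant, was 211.0 at 0 psu and listed at 0 at 5 and 15 psu. Its best match is the pig, so it decides nothing about testis RNA of the turtles. Of 41 unigenes with a rodent best match that are described as sperm or testis proteins, 0 were above 0 at 0 psu, 33 at 5 psu and 33 at 15 psu. Of the 846 other rodent-matched unigenes, 15.8% were above 0 at 0 psu, 72.7% at 5 psu and 70.4% at 15 psu, so the pattern is shared by rodent-matched unigenes of other kinds. The unigene c132576_g1, a spermatid nuclear transition protein of Table S1, was listed at 0 at 0 psu and had FPKM of 37.6 at 5 psu and 41.8 at 15 psu. Testis RNA of a rodent cannot be told apart from RNA of other rodent tissues by these values.

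LacD, GLO and RBCs were above 0 at 0 psu alone. RBCs alone has a plant protein as best Swissprot match, and for it plant material in the 0 psu pool cannot be told apart from other explanations, because the plant chloroplast list, 16 unigenes, goes both ways. Its medians were -0.22 in 0 vs. 5 psu and 0.13 in 0 vs. 15 psu, at percentiles of 1.01 and 86.9. For 15 of the 16 the Swissprot match is a chloroplast protein, although the NR match of several is a primate entry, and the medians of the 15 were -0.39 and 0.22. The exception, PETC (c117554_g2), matches the painted turtle in NR and a mitochondrial cytochrome in Swissprot. The list's unigene RBCS c38283_g1 was 34.1, 11.3 and 3.94, and LHCB1 c115397_g1 was 1.64, 35.7 and 29.9. For LacD, bacteria in the 0 psu pool are a candidate source: of 32 unigenes with a Swissprot match in the Lactobacillus casei group, 30 were above 0 at 0 psu and 0 at 5 or 15 psu. No source was tested for GLO, which is matched to Trachemys scripta.

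In 0 vs. 5 psu, 65.5% of the unigenes compared changed 2-fold or more. A small number of fragments per unigene is a candidate explanation. The share was 62.2% at FPKM from 1 to 2 and 5.52% at 200 or more, but it stayed from 62.2% to 70.7% in the classes of FPKM below 50. Of the unigenes with FPKM of at least 10 at 0 psu, 46.2% share their exact value with at least 19 others, as short unigenes of equal length with equally few fragments would. Of those above 0 at 0 psu alone, 88.8% do so, and of the rest 11.2%.

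The albumin unigenes were lower at 5 and 15 psu, and Tables S1 and S2 name ALB among their genes. ALB c111797_g1 had FPKM of 4846 at 0 psu, 824.0 at 5 psu and 1268 at 15 psu, and c111797_g2 had 3791, 693.6 and 978.0. A less abundant one, c124387_g1, changed less, with 7.19, 3.79 and 5.00. A smaller share of hepatocytes in the 5 and 15 psu pools is argued against: the median log2 fold change of the 31 other hepatocyte unigenes with mean FPKM of at least 100 was -0.229 in 0 vs. 5 psu and -0.0183 in 0 vs. 15 psu, against -2.50 and -1.94 for the pair of abundant albumin unigenes. Transferrin (TF, c99501_g2) was 6625, 4504 and 5198. The whole hepatocyte list, 68 unigenes, had medians of -0.18 and -0.01, at percentiles of 0 and 5.47. An effect of salinity and a difference between the turtles were not tested apart.

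SAA was higher at 15 psu. An acute phase response in the 15 psu pool cannot be told apart from other explanations, because the values go both ways. Among the 8 other acute phase unigenes with mean FPKM of at least 100, the highest log2 fold change in 0 vs. 15 psu was 0.39, that of C3, and the lowest -0.44. Against this, the unigene c108319_g2 with a hepcidin domain rose and the abundant albumin unigenes fell, as they would in such a response. Albumin did not follow SAA across salinities, however. The albumin pair had medians of -2.50 at 5 psu and -1.94 at 15 psu, and SAA had 0.98 and 4.15. The whole list, 23 unigenes of which most are named C3, had medians of 0.08 in 0 vs. 5 psu and 0.12 in 0 vs. 15 psu. These lay at percentiles of 79 and 70.4. An effect of salinity on SAA stays open.

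The urea cycle genes that were found, arginase not among them, were lower at 15 psu as a list. A shift of the FPKM scale between the libraries is argued against, because the median of the list in 0 vs. 15 psu was -0.97 after rescaling to a median ratio of 1. The exception within the list is NAGS, with a log2 fold change of 0.43. An effect of salinity and a difference between the turtles stay open.

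The remaining fixed lists are given in 0 vs. 5 psu and then in 0 vs. 15 psu. The B cell list, 38 unigenes from 6 genes, had medians of -0.17 and -1.04, at percentiles of 0.02 and 0. Most of its unigenes are named IGH, so these values largely describe 1 gene name. Erythrocyte genes, 15 unigenes, had medians of 0.44 and -0.00, at percentiles of 99.5 and 31.2. Skeletal muscle, 9 unigenes, had 0.00 and -0.19, at percentiles of 34.5 and 20.4. Pancreas, 2 unigenes, had 0.02 and 3.60, at percentiles of 46.3 and 96.7. Its unigene CTRB (c153862_g1) had FPKM of 16.4 at 15 psu and was listed at 0 at 0 and 5 psu, so the second median rests on the pseudocount. For intestine and stomach, 9 unigenes, the medians were -0.81 and -0.18, at percentiles of 3.91 and 27.0.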
